# NF-κB and TNF Affect the Astrocytic Differentiation from Neural Stem Cells

**DOI:** 10.3390/cells10040840

**Published:** 2021-04-08

**Authors:** Cindy Birck, Aurélien Ginolhac, Maria Angeliki S. Pavlou, Alessandro Michelucci, Paul Heuschling, Luc Grandbarbe

**Keywords:** astrocyte, neural progenitor cell, NF-κB, tumor necrosis factor, differentiation, apoptosis

## Abstract

The NF-κB signaling pathway is crucial during development and inflammatory processes. We have previously shown that NF-κB activation induces dedifferentiation of astrocytes into neural progenitor cells (NPCs). Here, we provide evidence  that the NF-κB pathway plays also a fundamental role during the differentiation of NPCs into astrocytes. First, we show that the NF-κB pathway is essential to initiate astrocytic differentiation as its early inhibition induces NPC apoptosis and impedes their differentiation. Second, we demonstrate that persistent NF-κB activation affects NPC-derived astrocyte differentiation. Tumor necrosis factor (TNF)-treated NPCs show NF-κB activation, maintain their multipotential and proliferation properties, display persistent expression of immature markers and inhibit astrocyte markers. Third, we analyze the effect of  NF-κB activation on the main known astrocytic differentiation pathways, such as NOTCH and JAK-STAT. Our findings suggest that the NF-κB pathway plays a dual fundamental role during NPC differentiation into astrocytes: it promotes astrocyte specification, but its persistent activation impedes their differentiation.

## 1. Introduction

Several studies have shown the astrocytic ability to re-acquire neural progenitor cells (NPC) properties under specific conditions [1,2,3,4]. For example, mature parenchymal astrocytes are able to dedifferentiate towards earlier developmental stages upon injury and inflammation [2,5]. Thus, astrocytes are considered as potential and attractive candidates for cell-replacement therapies. Our previous studies indicate that NF-κB activation is a key element promoting astrocyte dedifferentiation [6]. Tumor necrosis factor (TNF)-induced NF-κB activation in astrocytes promoted loss of GFAP expression and markers related to glycogen metabolism coupled with re-expression of stemness markers, such as CD44, Musashi-1, and OCT4. In addition, we provided a role of OCT4 in this process of dedifferentiation [6]. As NF-κB activation promotes astrocyte dedifferentiation, would it be possible that the NF-κB pathway plays also a role during the astrocytic differentiation? In this context, the NF-κB pathway is considered as a master regulator in neurodevelopment. It is involved in cell proliferation, differentiation, cell survival, cell death, cell fate determination, and migration [7,8,9]. In particular, during early stages of brain development, the NF-κB pathway is selectively activated in neocortical neural progenitor cells to inhibit neuronal differentiation and maintain the progenitor cell pool [10]. The possibility that neuro-inflammation modulates the astrocytic differentiation during neural development is unknown, but has been suggested in a recent article [11] where it was shown that  acute in utero exposure to lipopolysaccharide induces inflammation in the pre- and postnatal brain and alters the glial cytoarchitecture in the developing amygdala. Although it is generally admitted that three major signaling pathways (Notch, STAT3, and BMP) are involved in astrocyte differentiation [12] and that cross-talk between these signaling and inflammatory pathways are currently observed [13,14,15], the role of the NF-κB pathway during astrocyte differentiation remains largely unknown. In our study, we have used a murine neurosphere model to investigate the potential role of the NF-κB pathway during the astrocytic differentiation. We identified two roles attributed, at least partially, to the NF-κB pathway during this process: its activation during astrocytic specification prevents the apoptosis of pre-astrocytic cells, while the persistent activation of the NF-κB pathway by TNF at later stages induces an inhibition of the astrocytic development via a modulation of Notch and STAT3 signaling. Thus, the NF-κB pathway appears to be a new key element in the differentiation process of astrocytes.

## 2. Materials and Methods

### 2.1. Ethic Statement

All animal procedures were conducted in strict accordance with the 2010/63/EU European Union Directive and with the local Committee for Care and Use of Laboratory Animals.

### 2.2. Cell Culture

Primary cultures of neurospheres (NSPs) were obtained from embryonic murine neural stem cells derived from the ventricular zone of embryonic day 14 (E14) C57BL/6J mouse embryos (Harlan, The Netherlands) as described previously [16]. NSPs were cultured in neurobasal medium (DMEM F12; Lonza, Basel, Switzerland) supplemented with 1% B27 without vitamin A (Life Technologies, Waltham, MA, USA), penicillin (100 U/mL; Lonza, Basel, Switzerland), streptomycin (100 g/mL; Lonza, Basel, Switzerland), and 20 ng/mL EGF (epidermal growth factor; Life Technologies, Waltham, MA, USA ).

NSPs were differentiated into astrocytes on poly-L-ornithine-pre-coated 6 wells plates with DMEM containing 10% FBS (fetal bovine serum; Gibco, Waltham, MA, USA), penicillin (100 U/mL; Lonza), and streptomycin (100 g/mL; Lonza). Cells were differentiated with and without TNF (50 ng/mL; R&D Systems, Minneapolis, Minn, USA) and then incubated for 6, 24, 48, or 72 h at 37 °C in 5% CO_2_.

### 2.3. NF-κB Inhibition

The NF-κB pathway was inhibited using JSH-23 (4-Methyl-N^1^-(3-phenylpropyl)benzene-1,2-diamine) (Calbiochem, Merck Millipore, Burlington, MA, USA). JSH-23 is a selective inhibitor of nuclear translocation of NF-κB p65 and its transcription activity.

### 2.4. MTT Cell Viability Assay

The MTT (3-[4,5-dimethylthiazol-2-yl]-2,5-diphenyltetrazolium bromide) assay is widely used to evaluate cytotoxicity and cell viability. Cells were seeded into 96-well culture plates and incubated with MTT (5 mg/mL) at 37 °C for 3 h. The medium was then removed and cells were lysed with dimethyl sulfoxide (DMSO; VWR, Radnor, PA, USA). MTT conversion was quantified by measuring absorbance at 540 nm using a microplate reader (TECAN, Mannedorf, Switzerland).

### 2.5. Tunel Assay

Cells were cultured on poly-L-ornithine coated coverslips in the presence of TNF (50 ng/mL) or JSH-23 during 6, 24, or 72 h. Fragmented DNA of apoptotic cells was revealed using Dead-End^TM^ Fluorometric TUNEL (Terminal deoxynucleotidyl transferase dUTP Nick End Labeling) according to the manufacturer’s protocol (Promega, Madison, WI, USA). Coverslips were mounted with DAPI-Fluoromount G and observed under a LSM 510 META inverted confocal microscope.

### 2.6. Western Blot

Total proteins were extracted with RIPA buffer (Pierce, Rockford, IL, USA) and 1% protease/phosphatase inhibitor cocktail (Pierce). Cell extracts were analyzed by immunoblot using rabbit anti-Caspase-3 (1:1000; cell signaling technology, Danvers, MA, USA #14220), rabbit anti-GFAP (1:1000; cell signaling technology, Danvers, MA, USA #12389), mouse anti-GAPDH (1:1000; Sigma, Saint Louis, MO, USA G8795), mouse anti-STAT3 (1:1000; BD, Allschwil, Switzerland #610189), and rabbit anti-P-STAT3 (1:1000; cell signaling technology, Danvers, MA, USA #9145). Analysis was done using the BioRad ChemiDoc™ XRS + System and the Image Lab software (Biorad, Hercules, CA, USA). Quantification of bands was performed using Image J software.

### 2.7. Microarrays Experiments and Quality Control

NSPs were treated with TNF (50 ng/mL) at 0 h for 6, 24, 48, and 72 h. After treatment, total RNA was extracted, using RNA NOW^TM^ reagent (Ozyme, Saint Cyr L’Ecole, France) according to the manufacturer’s instructions. Total RNA integrity and purity were assessed using the Agilent 2100 Bioanalyzer and RNA 6000 Nano LabChip kits (Agilent Technologies, Santa Clara, CA, USA). Microarrays analysis was performed with Affymetrix MoGene1.0 ST arrays as per manufacturer’s instructions. For each microarray experiment, the necessary quality controls were made. Ingenuity pathway analysis (IPA) was used to analyze the canonical and functional pathways implicated on some of our gene dataset as well as to explore pathways involved in the inflammatory response. Microarray expression data are available at the GEO database (GSE117736).

### 2.8. Real-Time PCR

Total RNA was extracted using the innuPREP RNA Mini Kit (Westburg, Leusden, The Netherlands) following manufacturer’s protocol. Complementary DNA (cDNA) was synthesized from RNA samples using the ImProm-II Reverse Transcription System (Promega, Madison, WI, USA). Primer sequences were designed using the Beacon Designer Software (Biorad, Hercules, CA, USA) and used at a final concentration of 500 nM (Table 1). Gene expression was analyzed using Bio-Rad iCycler (iQ5 Real-Time PCR Detection System, Biorad, Hercules, CA, USA) with SYBR Green supermix (Promega). β-actin was used as housekeeping gene. The 2−∆∆CT method was used to determine the relative changes of gene expression.

### 2.9. Immunocytochemistry

NSPs were cultured on poly-L-ornithine coated coverslips and then fixed with paraformaldehyde (4% in phosphate buffer saline (PBS)), followed by a permeabilization with 0.3% Triton X-100 in PBS. After washing in PBS, the blocking step was done in PBS containing 3% BSA at room temperature for 30 min. The cells were then incubated overnight at 4 °C with primary antibodies, purified mouse anti-human KI67 (1:100; BD Biosciences, Allschwil, Switzerland #550609), rabbit anti-CD133 IgG (1:100; Abcam, Cambridge, UK #ab19898), rabbit anti-CD44 IgG (1:100; Abcam, Cambridge, UK #ab243894), and rabbit anti- NF-κB p65 (1:100; cell signaling technology, Danvers, MA, USA #8242). After washing, cells were incubated with the corresponding anti-rabbit or anti-mouse secondary antibodies conjugated to cyanine 2 or cyanine 3 for 1 h at room temperature (1:1000; Jackson ImmunoResearch, Cambridge, UK). For the GFAP staining, a cyanine 3-conjugated mouse anti-GFAP IgG antibody (1:800; Sigma C9205) was used. Cells were then washed and mounted with DAPI-Fluoromount G (SouthernBiotech, Birmingham, AL, USA). The immunoreactivity was assessed using a LSM 510 META inverted confocal microscope (Carl Zeiss Micro Imaging, Oberkochen, Germany) and analyzed on ImageJ software.

### 2.10. Microarray, Limma Analysis

The *limma* R package enabled contrast comparison using linear models and moderated *t*-tests. Briefly, this method [17] computed several summary statistics via the *eBayes ()* function for each gene and each contrast. Compared to the classic *t*-statistic, the standard errors are moderated across all genes, thus shrunk to a common value using a Bayesian model. From moderated *t*-statistics, *p*-values are deduced as for ordinary *t*-statistics but degrees of freedom are increased. It reflects the greater reliability associated with the smoothed standard errors [18]. The four investigated contrasts were: Dif6hr = TNF_6h-FCS_6h, Dif24hr = TNF_24h-FCS_24h, Dif48hr = TNF_48h-FCS_48h and Dif72hr = TNF_72h-FCS_72h. Once the contrasts were obtained, to better control testing multiple comparisons, *q-values* were computed using the R package qvalue [19]. Gene annotations for the mouse expression platform *mogene-1.0* were downloaded from the affymetrix website, the version 36 was used (file MoGene-1_0-st-v1.na36.mm10.transcript.csv). All computation and plotting were performed using R {R Development Core Team, 2016 #1613} version 3.3.1 and RStudio (RStudio Team (2017). RStudio: Integrated Development for R. RStudio, Inc., Boston, MA, USA URL http://www.rstudio.com/, accessed on 5 April 2021).

### 2.11. Statistical Analysis

Data are represented as mean  ±  standard error of the mean (SEM). Statistical analyses are performed on a least 3 independent experiments. Multiple group comparisons were determined using Kruskal–Wallis test followed by Dunn’s post-test. A two-way ANOVA on gene expression, testing similarly the effect of TNF treatment and time, was performed on the delta-Ct values followed by a Tukey post hoc test to determine the source of the variation. Statistical analyses were carried out using Graphpad Prism software. Results were considered as significant when *p*-values were less than 0.05 (*), 0.01 (**), or 0.001 (***).

## 3. Results

### 3.1. NF-κB Is Essential for the Initiation of NPCs-Derived Astrocyte Differentiation

In order to investigate the implication of the NF-κB pathway during astrocyte differentiation, we performed loss of function experiments using JSH-23, an inhibitor of NF-κB nuclear translocation. Neurospheres (NSPs) were left untreated or treated at time 0 (when neurospheres were differentiated on poly-ornithine) with JSH-23 and cultivated in differentiation medium (DMEM containing 10% FBS) for 48 h. A prominent loss of viability occurred in cells exposed to JSH-23 at 1, 5, 10, and 20 μM compared to untreated NSPs (38.8%, 31.3%, 36%, and 4.3% viable cells, respectively) (Figure 1A). Next, NSPs were treated with JSH-23 (10 μM) at different time points along their differentiation (0, 24, 48, or 72 h) and maintained in differentiation medium until 96 h. JSH-23 induced high loss of cell viability when NSPs were treated at time 0, but cell viability was not affected in NSPs treated with JSH-23 at 24, 48, or 72 h (Figure 1B). To confirm these results, we used an alternative NF-κB inhibitor, BAY11-7082, with a different mode of action: it inhibits IKK activity thereby maintaining NF-κB in its inactive state [20]. NSPs were treated with BAY11-7082 (10 μM) at different time points along their differentiation (0, 24, 48, or 72 h) and maintained in differentiation medium until 96 h. As JSH-23, BAY11-7082 induced high loss of cell viability only when NSPs were treated at time 0, but not at later time points (Figure S1A). Next, in order to investigate the mechanism responsible for NSPs loss of viability, we analyzed *caspase-3 (Casp3)* gene expression levels in JSH-23-treated NSPs at time 0 after 6 h in differentiation conditions. *Casp3* expression levels were upregulated after JSH-23 treatment at 10 and 20 μM when compared to untreated cells (Figure 1C). At the protein level, we confirmed increased levels of the cleaved form of CASP3 after 3 or 6 h of JSH-23 exposure (10 and 20 μM) when compared to control conditions (Figure 1C). In addition, TUNEL experiments of cells treated with JSH-23 after 3 and 6 h of differentiation illustrate the process of apoptosis induced by the inhibition of the NF-κB pathway by JSH-23 (Figure 1D). Taken together, these results show that the NF-κB pathway is essential for the initiation of NSPs-derived astrocyte differentiation, while it is not necessary at later stages.

### 3.2. TNF-Treated NPCs Show an Inflammatory Phenotype Associated to NF-κB Activation

To investigate if persistent activation of the NF-κB pathway along NPCs differentiation into astrocytes could lead to perturbation of the normal developmental processes, we treated NSPs with TNF (50 ng/mL) and cultivated cells in differentiation medium. In order to follow the differentiation process, we performed genome-wide gene expression analysis at 6, 24, 48, and 72 h and analyzed differentially expressed genes (DEGs) between untreated and TNF-treated NSPs (Figure 2). 

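Gene expression of untreated and TNF-treated NSPs was measured on 26 Affymetrix mouse gene arrays. Untreated cells were taken at 0, 6, 24, 48 and 72 h of differentiation, with 3 arrays at each time. Cells exposed to TNF (50 ng/mL) were taken at 6, 24 and 48 h with 3 arrays each, and at 72 h with 2 arrays. The series describes its replicates as biological, and the paper's statistics section names at least 3 independent experiments. The deposited values are log2 signals of all probe sets of the array, which the authors made with RMA from the oligo package. This step corrects background, brings all arrays to a common distribution and summarizes the probes of each probe set. The values run from 2.30 to 14.61, with array medians of 7.54 to 7.76. From these values, limma 3.58.1 fitted a mean for each of the 9 groups over all 26 arrays, and TNF-treated cells were compared with untreated cells of the same time. A probe set passed the test when its q-value over all probe sets was under 0.05, and fold changes are given on the log2 scale with their standard error (SE). Gene lists were fixed before the data were examined, although the gene labels of Figure 2, among them members of several lists, had been seen by then. Each list was tested against all other genes with camera from limma, on 1 probe set per gene, with p-values adjusted over the 27 lists. The small number of arrays limits the precision, and n is 3 TNF-treated and 3 untreated arrays unless stated, with 2 TNF-treated arrays at 72 h.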

As expected, the NF-κB pathway was highly activated at all stages along NSPs differentiation. 

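*Tnfaip3*, which encodes the NF-κB inhibitor A20, rose with TNF at all 4 times, from a log2 fold change of 1.88 at 6 h (SE 0.161, q = 7.23e-07, n = 3) to 2.54 at 72 h (SE 0.18, q = 3.79e-08, n = 2 TNF-treated arrays). *Relb* and *Nfkb2*, whose products form the non-canonical NF-κB dimer, also rose at all 4 times. *Relb* went from 1.14 at 6 h (SE 0.133, q = 5.85e-05) to 1.69 at 72 h (SE 0.149, q = 8.46e-07). *Nfkb2* went from 0.68 (SE 0.122, q = 0.00814) to 1.45 (SE 0.137, q = 2.05e-06). *Nfkbie*, which encodes the inhibitor IκBε, had a value of 0.36 at 6 h (q = 0.65) and rose by 2.25 at 48 h (SE 0.128, q = 7.96e-10). Its TNF effect was larger at 72 h than at 6 h by 2.22 (SE 0.192, q = 8.05e-06 for the difference itself). *Rela*, which encodes p65, had a value of 0.39 at 6 h (SE 0.0914, q = 0.0861). This value did not pass the test, but did with the replicate number as a block (q = 0.0352). Of 20 measured subunits, inhibitors and classical targets of NF-κB, 7 rose at 6 h, 8 at 24 h, 8 at 48 h and 7 at 72 h, and 0 fell. When adjusted over the list alone, 11, 13, 13 and 13 rose. In limma's test at an unadjusted p under 0.05, 1768 of all probe sets passed at 6 h, 1999 at 24 h, 2316 at 48 h and 3402 at 72 h. The 6 h count is no higher than chance alone would give at this threshold, and the 24 h count is little higher. The estimated share of unchanged probe sets was 0.936 at 6 h, 1 at 24 h, 0.889 at 48 h and 0.988 at 72 h. These unadjusted counts alone therefore do not show a wide response. The list of NF-κB genes as a whole was higher with TNF, with adjusted p = 1.47e-23, 3.5e-33, 1.59e-34 and 5.1e-25 in the order of the times. All 4 of these calls hold with an estimated correlation. Of 9 measured genes of the TNF receptor complex and the IKK kinase, only *Traf2*, an adaptor of the receptor, rose, and did so at every time, by 0.92 (SE 0.115) at 6 h and 1.17 (SE 0.115) at 24 h. Adjusted over the list alone, 2 of these genes rose at 6 h and 1 at each later time. As a set they had adjusted p = 0.0164 at 6 h, 0.014 at 24 h, 0.088 at 48 h and 0.231 at 72 h, with a median of −0.02 and a mean of 0.18 at 6 h. The 6 h call of this set was lost without replicate 1 of untreated cells (adjusted p = 0.0721) and without replicate 3 of TNF-treated cells (adjusted p = 0.0636).

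**Figure D1:**
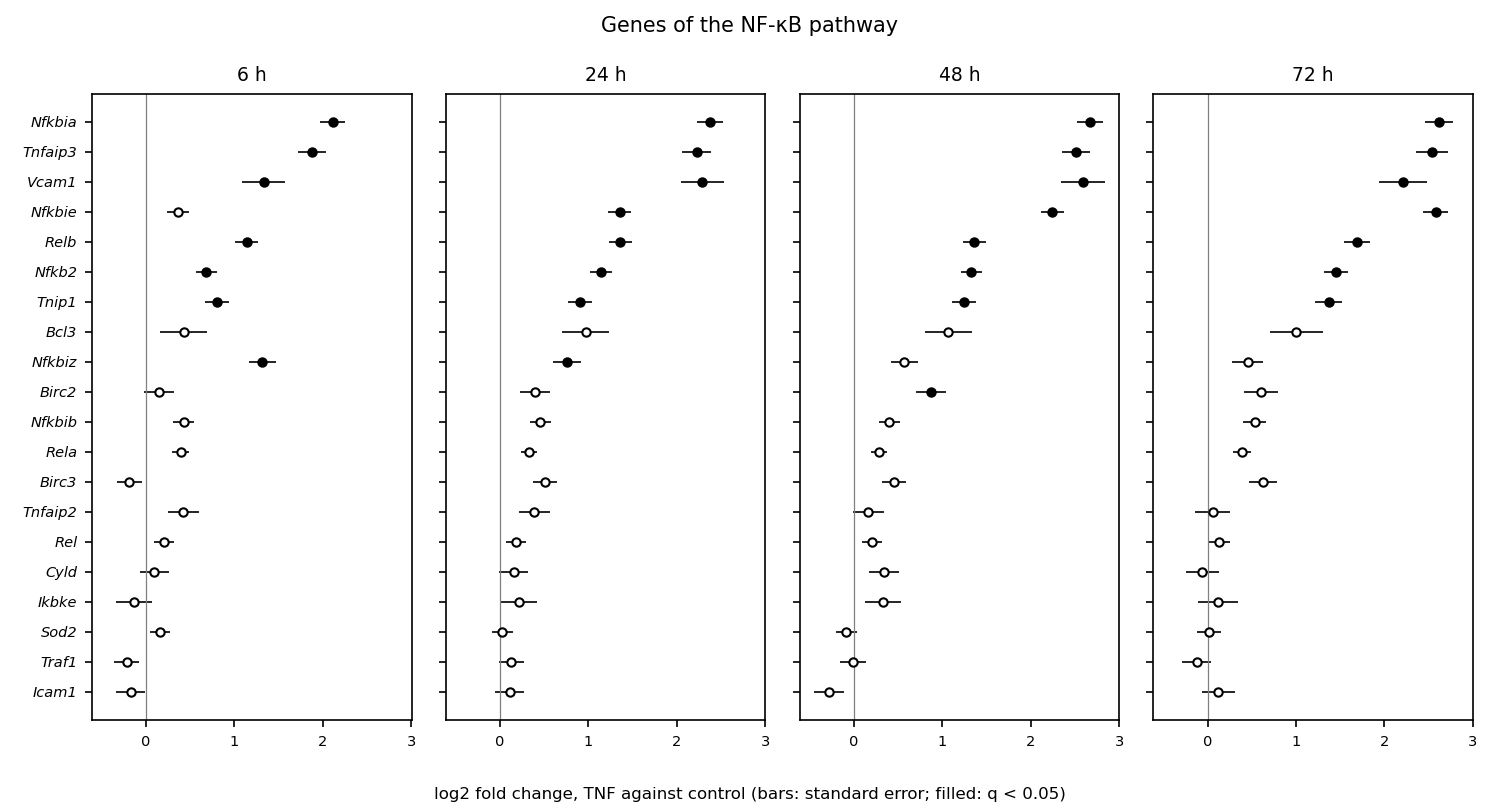
Log2 fold change (TNF-treated against untreated NSPs, with standard error bars) of the 20 measured NF-κB genes at 6, 24, 48 and 72 h, with filled points for q-values under 0.05. *Nfkbia*, *Tnfaip3*, *Vcam1*, *Relb*, *Nfkb2* and *Tnip1* are filled in all 4 panels, and *Nfkbie* from 24 h on.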

Genes associated to the NF-κB pathway, such as *Nfkbia*, were in the top 25 upregulated genes at all stages (Figure 2). 

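*Nfkbia* encodes IκBα, the inhibitor that holds NF-κB in the cytoplasm, and lies on chromosome 12 of GRCm38 from 55489409 to 55492647. Its probe set (10400405) rose with TNF by a log2 fold change of 2.11 at 6 h (SE 0.143, q = 2.83e-08, n = 3) and 2.38 at 24 h (SE 0.143, q = 2.5e-09). It rose by 2.67 at 48 h (SE 0.143, q = 3.14e-10) and 2.62 at 72 h (SE 0.16, q = 4.4e-09, n = 2 TNF-treated arrays). Among the 23410 probe sets with a gene name it ranked 18 from the top at 6 h, 15 at 24 h, 12 at 48 h and 11 at 72 h. Over the 4 times, 438 probe sets rose at 1 time or more, and 38 rose at all 4. The 33 genes named for these 38 include *Tnip1*, which encodes a partner of A20, the adhesion receptor *Vcam1* and the transcription factor *Irf1*. The call of *Vcam1* at 6 h (1.33, SE 0.245, q = 0.0104) was lost without replicate 1 of untreated cells (1.24) and without replicate 2 of TNF-treated cells (1.28). Calls at neighbouring times shared 63 higher probe sets between 6 and 24 h, where independent lists would share 0.696. They shared 148 between 24 and 48 h (1.72 for independent lists) and 164 between 48 and 72 h (1.64 for independent lists).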

We confirmed increased expression levels of *Nfkbia* (or *IκBα*) in TNF-treated NSPs compared to untreated cells by qPCR (Supplementary Figure S2B). 

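*Lcn2* encodes a secreted iron-siderophore carrier of the acute phase response, *Ccl2* and *Ccl7* encode chemokines that attract monocytes, and *Tlr2* encodes a receptor for bacterial lipoproteins. The log2 signal of *Lcn2* (probe set 10481627, chromosome 2 of GRCm38, 32384637 to 32387739) was 6.62 ± 0.25 (SD, n = 3) in untreated cells at 24 h. With TNF it was 12.30 ± 0.43 (SD, n = 3), a log2 fold change of 5.68 (SE 0.348, q = 2.86e-09). *Lcn2* also rose by 3.63 at 6 h (q = 2.99e-06), 5.03 at 48 h (q = 1.38e-08) and 3.87 at 72 h (SE 0.389, q = 4.24e-06). *Ccl2* (probe set 10379511, chromosome 11, 82035577 to 82037452) went from 7.33 ± 0.32 (SD, n = 3) to 12.59 ± 0.53 (SD, n = 3) at 6 h, a rise of 5.26 (SE 0.353, q = 2.83e-08). Its rise was 5.23 at 24 h (q = 1.22e-08), 4.72 at 48 h (q = 4.32e-08) and 3.39 at 72 h (SE 0.395, q = 3.24e-05). *Ccl7* (probe set 10379518, chromosome 11, 82045712 to 82047525) rose by 3.99 at 6 h (SE 0.35, q = 9.58e-07), 3.20 at 24 h (q = 1.43e-05) and 3.02 at 48 h (q = 2.18e-05). At 72 h *Ccl7* rose by 2.17 (SE 0.391, q = 0.00561), a call that was lost without replicate 2 of TNF-treated cells (1.91). *Tlr2* (probe set 10498992, chromosome 3, 83836272 to 83841824) rose by 2.33 at 6 h (SE 0.199, q = 7.23e-07), 2.84 at 24 h, 2.78 at 48 h and 2.71 at 72 h (SE 0.222, q = 3.04e-07). Among the probe sets with a gene name, *Lcn2* ranked 4 from the top at 6 h and 1 at 24, 48 and 72 h. *Ccl2* ranked 1, 2, 2 and 4 in the order of the times, *Ccl7* ranked 2, 7, 6 and 21, and *Tlr2* ranked 11, 10, 10 and 9.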

Inflammatory-associated genes classically upregulated in reactive astrocytes, such as *lipocalin 2* (*Lcn2*), *chemokine (C-C motif) ligand 2* (*Ccl2*), *Ccl7*, and *toll-like receptor 2* (*Tlr2*), were also among the top 25 upregulated genes upon TNF exposure when compared to untreated NSPs (Figure 2). These observations demonstrate that TNF-treated NSPs possess an inflammatory signature through NF-κB κB activation. 

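*Cxcl10*, a chemokine for T cells, rose at all 4 times, by a log2 fold change of 3.57 at 6 h (SE 0.21, q = 6.21e-09, n = 3) and 4.80 at 24 h (SE 0.21, q = 1.09e-11). *Tslp*, a cytokine of epithelial barriers, rose by 2.15 at 6 h (SE 0.266, q = 0.00012), and *Cx3cl1*, the ligand of the microglial receptor CX3CR1, by 1.43 at 48 h (SE 0.323, q = 0.0291). The *Cx3cl1* call was lost without replicate 1 (1.27) or 3 (1.26) of untreated cells and without replicate 2 (1.14) or 3 (1.44) of TNF-treated cells. Of 26 chemokines and cytokines, 4 rose at 6 h, 5 at 24 h, 6 at 48 h and 4 at 72 h, and 0 fell in limma's test. Adjusted over the list alone, 7, 9, 7 and 6 rose and 1 fell at 72 h. The set was higher with TNF at all 4 times (adjusted p = 1.19e-11, 3.46e-13, 2.54e-07 and 0.000201). With an estimated correlation the last 2 calls were lost (adjusted p = 0.0874 at 48 h and 0.248 at 72 h). Of 13 genes described for reactive astrocytes of any kind, 5 rose at 6, 24 and 48 h and 4 at 72 h, and 0 fell. Adjusted over the list alone, 5, 7, 5 and 5 rose and 2 fell at 48 h and at 72 h. Among them *Steap4*, a metalloreductase, rose by 4.50 at 24 h (SE 0.333, q = 4.47e-08), and *Cp*, which encodes ceruloplasmin, by 2.27 at 6 h (SE 0.299, q = 0.000253). This set was higher at all 4 times (adjusted p = 4.9e-22, 5.15e-17, 4.44e-09 and 0.000385), with adjusted p = 0.0804 with an estimated correlation at 72 h. Of 12 genes described for the A2 type of reactive astrocyte, 5 rose at 6 h, 2 at 24 h, 1 at 48 h and 1 at 72 h (6, 5, 1 and 1 adjusted over the list alone, and 2 at 48 h with the replicate number as a block). They include *Ptgs2*, the prostaglandin synthase COX-2, with 2.37 at 6 h (SE 0.374, q = 0.00216), and *Ptx3*, a secreted pattern recognition protein, with 2.30 at 6 h (SE 0.212, q = 1.86e-06). The set had adjusted p = 3.04e-15, 7.08e-06, 0.0211 and 0.355, with adjusted p = 0.069 with an estimated correlation at 48 h. That call was also lost without replicate 1 of untreated cells at 48 h (adjusted p = 0.0677). Of 7 measured genes of the A1 type, only *Psmb8*, an immunoproteasome subunit, rose, by 0.64 at 24 h (SE 0.125, q = 0.00956), 0.88 at 48 h and 1.08 at 72 h. Adjusted over the list alone, 0, 1, 2 and 1 rose and 1 fell at 72 h. The A1 set had adjusted p = 0.885, 0.071, 0.0181 and 0.049, with adjusted p = 0.0428 at 48 h and 0.097 at 72 h with an estimated correlation. With the replicate number as a block its 72 h call was also lost (adjusted p = 0.102). The *Psmb8* call at 24 h was lost without replicate 2 (0.57) or 3 (0.62) of untreated cells and without replicate 2 (0.63) or 3 (0.61) of TNF-treated cells. The 48 h call of the A1 set was lost without replicate 1 of untreated cells (adjusted p = 0.0694), and its 72 h call without replicate 1 (0.0533) or 2 (0.121) of untreated cells or replicate 1 of TNF-treated cells (0.152). The paper names the high ranks of *Nfkbia*, *Lcn2*, *Ccl2*, *Ccl7* and *Tlr2* and the RT-PCR of *Nfkbia*. From its observations it concludes that TNF-treated NSPs carry an inflammatory signature that runs through NF-κB.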

To check if a TNF treatment induced apoptosis along the differentiation process, we performed a TUNEL assay. To this end, we differentiated NSPs during 6, 24, and 48 h with and without TNF. We observed more TUNEL labeled cells in the presence of TNF (Figure S1B) and cell death was increased at 6, 24, and 48 h (30.6%, 21.9%, and 28.0% respectively) (Figure S1C). However, it is important to note that, together with apoptosis, we observed an increase of the proliferation rate following a TNF treatment. Thus, at the end of the differentiation process, we measured similar number of cells in control or TNF conditions. This was further reflected by similar amounts of RNA levels that we measured between the two conditions (data not shown).

### 3.3. NF-κB Activation Following TNF Exposure Increases Immaturity Markers and Modulates Astrocytic Differentiation

Next, following the observation that TNF-treated NPCs show an inflammatory phenotype through NF-κB activation at all stages along development, we aimed to investigate the potential concomitant effect of this persistent inflammatory status on NSPs-derived astrocyte differentiation. For this, we analyzed the effect of TNF on immaturity markers, including the neural progenitor marker CD133 and the pre-astrocyte marker CD44. Interestingly, CD133 expression levels were upregulated following TNF treatment, although, because of the high variability between the experiments, differences were not significant (Figure 3A,C). At the protein level, immunocytochemistry staining revealed that CD133 expression persisted at 24 h under TNF condition compared to the control conditions, where CD133 expression levels was largely decreased (Figure 3B). However, after 72 h of differentiation, CD133 expression levels were decreased in both conditions (Figure 3B). Further, TNF exposure increased CD44 expression levels at 6 and 24 h, while its levels were decreased at 48 and 72 h when compared to untreated cells (Figure 3D). At the protein level, CD44 expression was upregulated at 72 h in TNF-treated cells when compared to untreated cells, thus suggesting a post transcriptional regulation of CD44 under inflammatory conditions (Figure 3D). We then focused on the expression levels of classical astrocyte markers. The expression of glial fibrillary acidic protein (GFAP) peaked at 72 h both at the transcriptional and protein level (Figure 4A,C). Following a TNF treatment, GFAP expression levels were highly decreased at 72 h when compared to control conditions (Figure 4B–D). In line with these results, aldehyde dehydrogenase family 1, subfamily A1 (Aldh1a1), a marker of astrocytic differentiation during brain development [21], was in the top 25 down-regulated genes upon TNF exposure at 24, 48, and 72 h (Figure 2). 

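*Aldh1a1* encodes a retinaldehyde dehydrogenase, an enzyme of retinoic acid synthesis, and lies on chromosome 19 of GRCm38 from 20492583 to 20643463. In untreated NSPs its log2 signal (probe set 10461979) went from 8.73 ± 0.72 (SD, n = 3) at 0 h to 11.45 ± 0.25 (SD, n = 3) at 72 h, a rise of 2.71 (SE 0.411, q = 3.71e-05). With TNF it was 9.50 ± 0.41 (SD, n = 3) at 48 h and 9.22 ± 0.32 (SD, n = 2) at 72 h. *Aldh1a1* fell with TNF by 2.06 at 48 h (SE 0.411, q = 0.0106), and its log2 fold change at 72 h was −2.23 (SE 0.459, q = 0.0175). At 24 h its log2 fold change of −1.63 (SE 0.411, q = 0.0702) did not pass the test, but did with the replicate number as a block (q = 8.47e-05). At 6 h its value was −0.30 (q = 0.896). Among the probe sets with a gene name it ranked 5 from the bottom at 24 h, 2 at 48 h and 2 at 72 h. *Aldh1a7*, a close relative of *Aldh1a1*, had a value of −1.71 at 24 h (SE 0.41, q = 0.0513). It likewise did not pass the test, but did with the block (q = 1.9e-05). Of 12 measured genes of retinoid metabolism, 0 fell at 6 and 24 h, and *Aldh1a1* alone fell at 48 and 72 h, while *Aldh1a3*, another retinaldehyde dehydrogenase, rose by 1.31 at 6 h (SE 0.202, q = 0.0018). With the block 2 of them fell at 24 h and 2 at 48 h. Adjusted over the list alone, 3 fell and 1 rose at 24 h, 1 fell and 1 rose at 48 h, and 1 fell at 72 h. As a set these genes had adjusted p = 0.984, 0.377, 0.129 and 0.049, and the 72 h call had adjusted p = 0.168 with an estimated correlation. It was also lost without replicate 2 of untreated cells (adjusted p = 0.234) and without replicate 2 of TNF-treated cells (adjusted p = 0.0947). The set was lower at 48 h with the block (adjusted p = 0.0438), and its median and mean had opposite signs at 24 h (0.05 and −0.28). The call of *Aldh1a1* at 48 h was lost without replicate 2 of TNF-treated cells (−2.07). Its call at 72 h was lost without replicate 2 (−2.16) or 3 (−2.15) of untreated cells and without replicate 1 (−2.002) or 2 (−2.45) of TNF-treated cells.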

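*Slc4a4*, the sodium bicarbonate cotransporter of astrocytes, fell with TNF by a log2 fold change of 1.28 at 24 h (SE 0.166, q = 0.000139, n = 3), 0.85 at 48 h (SE 0.166, q = 0.00886) and 0.84 at 72 h (SE 0.186, q = 0.0269, n = 2 TNF-treated arrays). *Atp1b2*, the beta subunit of the glial sodium pump, fell by 0.44 at 24 h (SE 0.0938, q = 0.0205) and 0.51 at 48 h (SE 0.0938, q = 0.00556). *Gja1*, which encodes the gap junction protein connexin 43, fell by 1.10 at 24 h (SE 0.237, q = 0.0235). *Slc14a1*, a urea transporter, and *Ntsr2*, a neurotensin receptor, had values of −1.65 (SE 0.413, q = 0.0562) and −1.20 (SE 0.304, q = 0.0601) at 48 h. Both passed with the replicate number as a block (q = 0.00131 and 0.00831). The glutamate transporter *Slc1a3* had values of −0.04, −0.01, 0.04 and 0.08 in the order of the times, and the transcription factor *Sox9* values of −0.24 to 0.01, without passing the test. Of 30 measured markers of developing and mature astrocytes, 0 fell at 6 h, 3 at 24 h, 3 at 48 h and 2 at 72 h, and 0 rose. With the block 5 fell at 24 h and 9 at 48 h. Adjusted over the list alone, 0, 6, 10 and 5 fell, and 1 rose at 48 h and at 72 h. The set tested lower with TNF at all 4 times, with adjusted p = 0.0117, 7.08e-14, 1.09e-07 and 2.24e-05 and medians of −0.15, −0.31, −0.25 and −0.21. With an estimated correlation the call at 24 h holds, and the others had adjusted p = 0.584 at 6 h, 0.0803 at 48 h and 0.178 at 72 h. The 6 h call was also lost without replicate 3 of untreated cells (adjusted p = 0.134). The mean log2 signal of long minus short genes was also lower with TNF in all 3 same-numbered pairs at 24 h (0.384 to 0.266, 0.455 to 0.358 and 0.401 to 0.296) and at 6 h (0.239 to 0.175, 0.244 to 0.0569 and 0.274 to 0.259). At 72 h it was 0.227 and 0.221 with TNF against 0.408, 0.377 and 0.372 without, and at 48 h its direction differed between pairs. *Slc4a4* is such a long gene (chromosome 5 of GRCm38, 88793858 to 89239656), and the list was not tested apart from gene length. The *Gja1* call was lost without any 1 of 5 arrays, which are replicates 1 (−1.10), 2 (−1.15) and 3 (−1.06) of untreated cells and replicates 1 (−1.10) and 2 (−0.996) of TNF-treated cells. The 200 genes that rose most in untreated cells by 72 h were lower as a set with TNF at 24 h (camera p = 1.92e-06, n = 200 genes, 126 below 0) and 48 h (p = 0.000308, 133 below 0). With an estimated correlation both calls were lost (0.0768 and 0.172). Of these 200 genes, 10 were called higher and 11 lower at 24 h, and 9 and 22 at 48 h. The 200 genes that rose most by 48 h were lower with TNF at 72 h (p = 7.93e-11, n = 200 genes, median −0.19, 143 below 0). Of these, 2 were called higher and 20 lower.

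**Figure D2:**
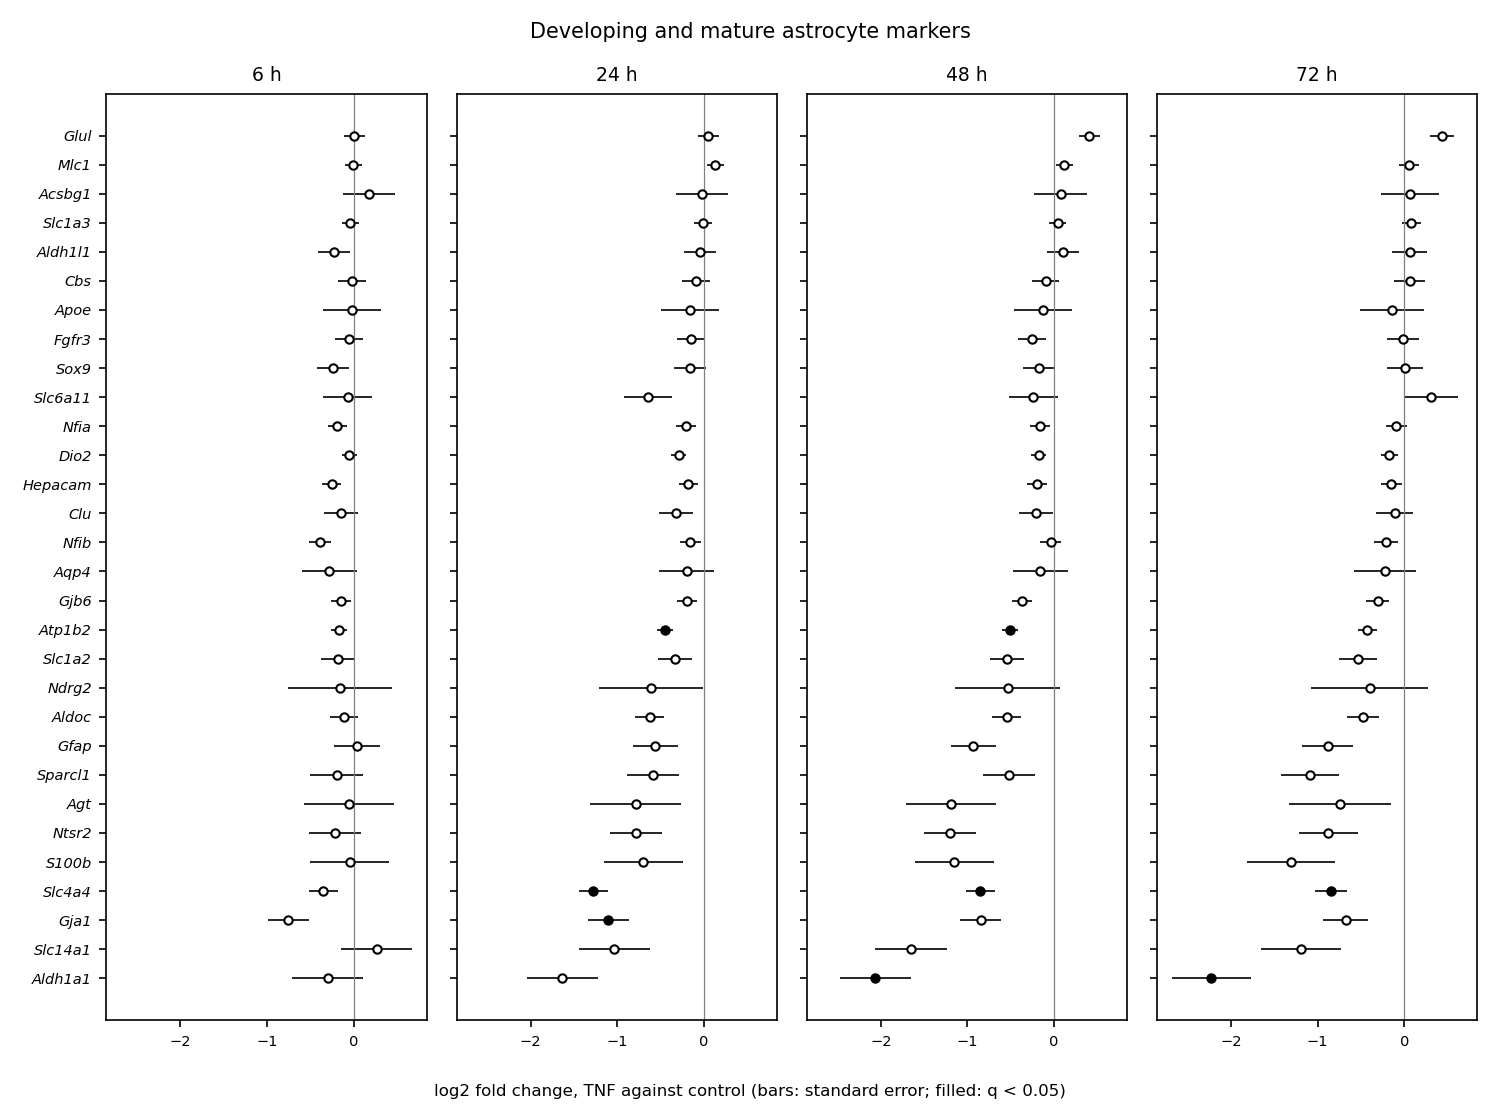
Log2 fold change (TNF-treated against untreated NSPs, with standard error bars) of the 30 measured markers of developing and mature astrocytes at 6, 24, 48 and 72 h, with filled points for q-values under 0.05. *Slc4a4* is filled at 24, 48 and 72 h, *Atp1b2* at 24 and 48 h, *Gja1* at 24 h and *Aldh1a1* at 48 and 72 h.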

Interestingly, through the microarray datasets, we observed that astrocytic genes described in the literature and expressed during astrocyte differentiation, were down-regulated upon TNF exposure (Figures S3 and S4). Taken together, these results show that persistent NF-κB activation during NPCs differentiation induces the maintenance of NPC markers as well as impedes the expression of astrocytic markers.

### 3.4. TNF-Treated NPCs Display Increased Proliferation and Maintain Multipotential Properties along Astrocyte Differentiation

Next, we explored the effect of NF-κB activation on cell proliferation by analyzing *mKi67* expression levels along the differentiation stages. Its expression decreased significantly during differentiation, already at 24 h (Figure 5A). Following a TNF exposure, *mKi67* gene expression was significantly enhanced at 24 h (Figure 5B). Gene expression results were corroborated at the protein level, the latest showing upregulation of Ki67 at 24 h in TNF-treated cells when compared to untreated cells (Figure 5C). However, Ki67 expression was not detected in both conditions after 72 h (Figure 5C). In order to investigate if NSPs-derived astrocytes treated with TNF exhibit NPC properties, we performed a NSP reformation assay. After differentiating NSPs in the presence or absence of TNF during 6, 24, or 48 h, we further cultivated the cells in NSP reformation medium (containing EGF and FGF at 20 ng/mL) and counted, after 10 days, the number of formed NSPs. After 6 and 24 h of differentiation in control conditions, cells were still able to form NSPs (36.2 and 32.8, respectively). However, this capacity was highly reduced after 48 h of differentiation (6.3) (Figure 5D). When differentiating cells were exposed to TNF during 6, 24, or 48 h, the number of reformed NSPs was higher when compared to control conditions (44.3, 63, and 18.7, respectively). Taken together, these results highlight that inhibition of differentiation induced by TNF stimulation could be correlated with an increase of glial progenitor proliferation and that NF-κB activation induces the maintenance of multipotential properties typical of undifferentiated.

### 3.5. NOTCH and JAK-STAT Signaling Pathways Are Modulated in TNF-Treated NPCs-Derived Astrocytes

After having shown that TNF is able to modulate the differentiation of NSP-derived astrocytes, we aimed to identify the signaling pathways implicated in this process. To this end, we studied the effect of NF-κB activation on NOTCH, JAK/STAT, and BMP signaling, three fundamental pathways implicated in astrocytes development.

First, we focused on the Notch pathway and analyzed the expression of its downstream effectors HES1, MASH1, and NEUROD1 known to inhibit glial differentiation. *Hes1* expression was significantly down-regulated in presence of TNF at 48 and 72 h (Figure 6A). In TNF-treated cells, *Mash1* expression was highly expressed at 6 and 24 h, while it was not affected at later time points (Figure 6B). Concerning the pro-neuronal factor NEUROD1, its corresponding gene expression levels were significantly upregulated at 24 h in TNF-treated cells when compared to untreated cells (Figure 6C). Next, in order to analyze the effect of TNF on the STAT3 pathway, known to promote astrocyte differentiation, we studied the expression level of SOCS3, the direct effector of the pathway. *Socs3* expression was significantly and constantly increased over time during NSPs-derived astrocyte differentiation (Figure 6D). Following a TNF treatment, *Socs3* expression was significantly decreased at 72 h of differentiation (Figure 6E). In addition, we have monitored phosphorylated STAT3 protein during differentiation (Figure S5B). We showed that p-STAT3, which reflects the activation of the pathway, increases after 24 h of differentiation and that TNF treatment had no effect on STAT3 phosphorylation levels (Figure S5B). Thus, the decrease of downstream target of JAK-STAT pathway as SOCS3 and GFAP, reflects that TNF inhibits STAT3 function, but as showed by Western blot, this is not due to STAT3 phosphorylation, but probably via an interaction of subunits of the NF-κB transcription complex and p-STAT3 into the nucleus.

Finally, we investigated the effect of NF-κB activation on the BMP pathway, which is also known to be implicated in the differentiation of astrocytes. We analyzed the expression levels of *Id1* and *Id3*, corresponding to the direct target genes of the BMP pathway. Following a TNF treatment, we observed a significant decrease of *Id1* at 48 h and a slight non-significant decrease of *Id3* at 48 h and 72 h (Figure S5B,C). These results suggest that if TNF treatment induces a down regulation of Notch and STAT3 pathways, NF-κB activation the modulation of BMP pathway.

## 4. Discussion

Astrocytes are crucial players in the developing and adult CNS in both health and disease. Consequently, it is critical to elucidate the mechanisms underlying acquisition of astrocyte identity and plasticity, as well as understanding how these processes are modulated under pathological conditions [22]. Evidence accumulated in the past years demonstrates that astrocytes exhibit a functional and morphological degree of plasticity, which are notably observed in lesions. Several reports investigated the ability of astrocytes to dedifferentiate into neural progenitor cells (NPCs) in response to tissue damage [2,3]. Therefore, our recent results showing that tumor necrosis factor (TNF), which triggers NF-κB activation, was able to convert primary astrocytes into immature progenitors are in line with these reports [6]. In the central nervous system (CNS), TNF is the main inducer of the NF-κB pathway and it is among the key proinflammatory cytokines mainly produced by microglia as well as by other cell types, such as brain-resident astrocytes or neurons, in response to insults [23]. These findings highlight the possible role of the NF-κB signaling pathway in gliogenesis and, in particular, during astrocyte differentiation. The NF-κB signaling pathway is known to play an important role in inflammation as well as in developmental processes [24,25,26]. Its essential role during development has been specifically demonstrated in a neurogenic context, such as neurogenesis, neuronal transmission, and neuroprotection [27,28,29,30,31]. Recently, the complex involvement of NF-κB proteins in different aspects of postnatal neurogenesis has been reported [32,33]. In addition, in a human cellular model of neuronal differentiation, a novel essential function of NF-κB-c-REL in fate choice of NSCs between neurogenesis and oligodendrogenesis has been described. c-REL inhibition led to a significant increase of apoptosis, while the surviving cells switched their fate and differentiated into oligodendrocytes instead [34]. However, our current understanding of the role of NF-κB signaling on glial cells differentiation remains limited. For this reason, in the present study, we investigated the role of the NF-κB signaling pathway on astrocytic differentiation through loss and gain of function experiments. We took advantage of the well-established neurospheres (NSPs) model, which, under specific culture conditions, retain multipotential properties, thus being able to give rise to neurons, astrocytes, and oligodendrocytes. For our experiments, we differentiated neurospheres into astrocytes by cultivating them with fetal bovine serum, as previously described [35,36]. We inhibited the NF-κB pathway by JSH-23, which has been described as the nuclear translocation inhibitor of p65/p50 dimer of NF-κB [37]. Inhibition of this pathway in NPCs by JSH-23 prevented their differentiation into astrocytes and induced apoptosis. We confirmed these results by treating the cells with BAY11-7082, an alternative NF-κB inhibitor [20]. To our knowledge, we were the first to provide evidence of the crucial role of the NF-κB pathway during the initiation of astrocyte differentiation. As JSH-23 inhibits nuclear translocation of p65/p50 dimer of NF-κB, we could hypothesize that RELA/p65 could be the main effector of the inhibition of astrocytic apoptosis during the first 24 h of astrocyte differentiation. It is interesting to note that during glutamatergic differentiation of hNSCs originating from neural crest-derived stem cell, the NF-κB subunit distribution shows that levels of nuclear p65 protein, revealed a further significant decrease during early neuronal differentiation while a significant increase of nuclear c-REL protein was detected on day 2 of neuronal differentiation [34]. These observations are in accordance with the decrease of p65 in the nucleus observed during the first 24 h of astrocyte differentiation (Figure S2C). Several studies have suggested the dual role of NF-κB as an attenuator or promoter of apoptosis [38]. Inhibition of NF-κB in immature murine B-cells has been previously shown to result in apoptosis [39]. In neural cells, the RelA subunit has been demonstrated to contribute to neuronal cell death, while the overexpression of c-Rel factor protects from cell death [40,41]. Further, Bellavia and collaborators have demonstrated that the expression of a constitutive form of Notch3 leads to specific alterations in thymocytes development. The authors described a constitutive activation of NF-κB in malignant T cells from Notch3 transgenic mice. Additionally, these mice showed activation of anti-apoptotic pathways NF-κB dependent in T-lymphoma cells [42]. In this context, it is interesting to note that in the first stage of astrocyte differentiation corresponding to the stage of specification, activation of the NOTCH pathway inhibits the expression of pro-neural genes and induces acquisition of astrocytic fate [16]. We hypothesize that at early stages of NPCs differentiation in our model, the NOTCH pathway induces a constitutive activation of NF-κB, which prevents apoptosis of pre-astrocytes.

Next, to investigate if persistent activation of the NF-κB pathway along NPCs differentiation into astrocytes could lead to perturbation of the normal developmental processes, we treated NSPs with TNF during astrocyte differentiation and analyzed their transcriptional signature at different time points. Our transcriptomic results showed the activation of the NF-κB pathway, which was highly regulated at all times following TNF exposure. We observed that TNF induced NSPs proliferation, showing an increase of Ki67 expression compared to untreated cells. Interestingly, Kaltschmidt and collaborators found similar results with bromodeoxyuridine (BrdU) staining [28].

Next, we aimed to investigate the effect of a persistent inflammatory status on NSPs-derived astrocyte differentiation. We reported that TNF favors the maintenance of astrocytic precursors, such as CD44, a pre-astrocytic marker [43], and CD133, a marker of neural progenitors [44]. Additionally, we showed that NSPs-derived astrocytes treated with TNF were able to reform neurospheres. In parallel, astrocytic classical markers, such as *Gfap*, *Aldh1a1*, and different genes expressed during astrocyte differentiation were down-regulated upon TNF treatment, confirming that the astrocytic differentiation was affected under inflammatory conditions. We hypothesized that NF-κB activation directs astrocyte differentiation towards a reactive glial phenotype. However, the effect of TNF was not fully reflecting a reactive astrogliosis phenotype, generally defined by an upregulation of GFAP expression, while in our hands, its expression was decreased. This contradiction could be explained by the fact that mature astrocytes that become reactive do not express GFAP under resting conditions [45]. Additionally, the role of GFAP could be different during reactive astrogliosis of mature astrocytes and in astrocytes which differentiate.

To understand the mechanisms that induced the modulation of astrocyte differentiation by TNF, we focused on the main signaling pathways implicated in this process. We showed that NF-κB activation has an effect on the NOTCH pathway, where *Hes1* expression was significantly downregulated, while *Hes5* (Figure S5A) expression was upregulated. These results are in line with the fact that HES1 is known to regulate the astrocytic cell fate while HES5 maintains glial cells at a precursor stage [46]. These observations suggest that NF-κB activation inhibits the astrocytic cell fate through a decrease of *Hes1* and favors the state of glial precursors through the expression of *Hes5*. In addition, the pro-neuronal genes *Mash1* and *NeuroD1* were upregulated, suggesting that TNF could favor neuronal development. These findings can be related to the study of Heinrich and collaborators who described that astrocytes can be reprogrammed in vitro to generate neurons following injury [47]. It was also shown that both NOTCH and NF-κB signaling pathways may contribute by reciprocal crosstalk to regulate neurodevelopment in physiological and pathological conditions. Different cellular contexts showing the interaction of NOTCH and NF-κB signaling pathways have been described [48,49]. A recent study indicates that the lack of NF-κB p50 subunit, via dysregulation of other key neurodevelopmental pathways, such as NOTCH1, is associated with neurodevelopmental disorders [33]. We also showed that NF-κB activation down-regulated the STAT3 pathway after 48 h of differentiation when the signaling is normally activated. It is well-known that the STAT3 pathway induces astrocytic differentiation by activating astrocyte-specific genes such as *Gfap* [50]. GFAP expression was reduced at 48, 72 h, and 1 week after TNF treatment compared to untreated cells. This decrease could be potentially linked to the inhibition of STAT3 pathway after 48 h. The roles of NF-κB and STAT3 in colon, gastric, and liver cancers have been extensively investigated and the activation and interaction between STAT3 and NF-κB plays a fundamental role in the control of the communication between cancer cells and inflammatory cells [14,51].

For the BMP pathway, we found and confirmed that *Id1* and *Id3* expression levels were significantly expressed during normal NSPs-derived astrocyte differentiation [52]. Following a TNF treatment, we observed a significant decrease of *Id1* at 48 h and a slight non-significant decrease of *Id3* at 48 h and 72 h (Figure S5C,D). These reductions could explain, at least partly, the downregulation of GFAP expression upon TNF treatment confirming that the BMP pathway induces NSPs differentiation into GFAP positive cells [53]. These results are also in line with the described downregulation of *Id1* and *Id3* expressions in astrocytes cultivated in dedifferentiation medium containing TNF [4]. It is plausible that NF-κB activation represses the 3 main pathways driving astrocyte differentiation and that this effect is also due to epigenetic modifications. The effect of NF-κB activation on specific histone marks associated with open or closed chromatin at specific loci in dedifferentiating astrocytes has been recently described [4].

In summary, the combination of our results on the role of the NF-κB pathway in the differentiation of astrocytes together with the results available in the literature enabled us to propose a model of astrocyte differentiation (Figure 7). At the stage of astrocyte specification characterized by the inhibition of pro-neural genes by the NOTCH pathway, the NF-κB signaling prevents the apoptosis of pre-astrocytic cells. Once the NF-κB pathway is down-regulated, astrocytes are able to differentiate in response to JAK/STAT and BMP signals and express their typical marker GFAP. Thus, our data suggest that the NF-κB signaling plays a fundamental role in glial specification and its persistent activation affects key developmental pathways, such as NOTCH and JAK/STAT signaling. This dialog between inflammatory and developmental pathways could have important implications on therapeutic strategies in the injured CNS to induce neuronal regeneration, but might also have implication in the context of brain tumors where inflammatory signals favor immaturity and proliferation of glioma cells.

## Figures and Tables

**Figure 1:**
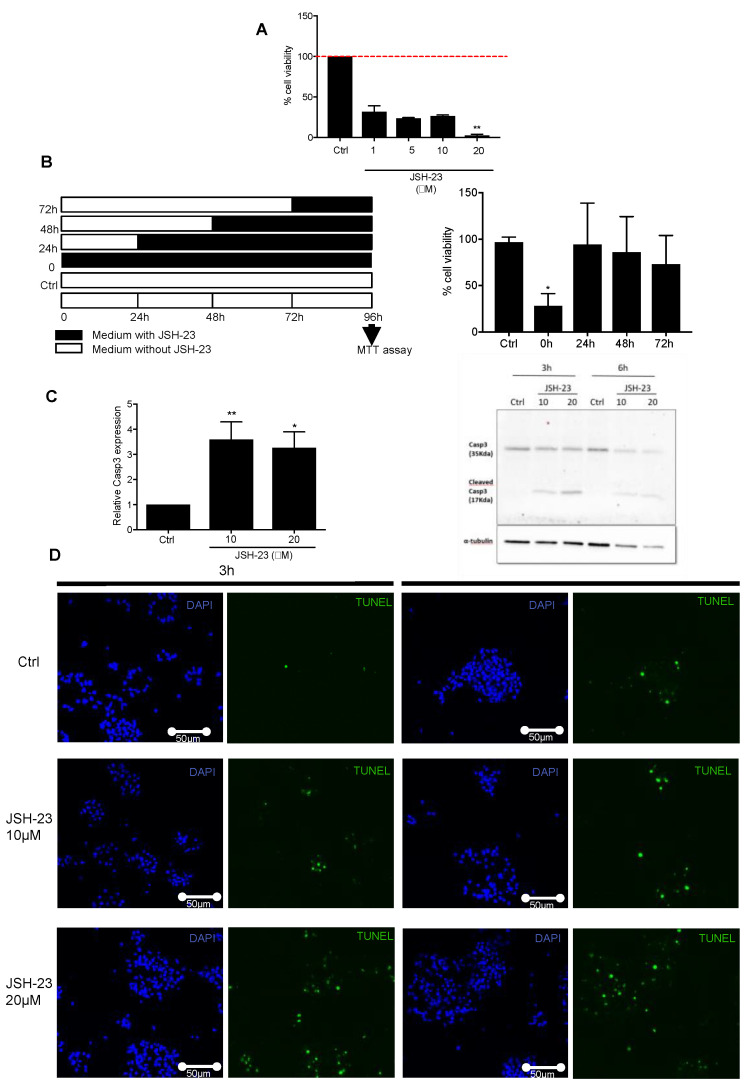
Inhibition of the NF-kB pathway by JSH-23 obstructs the astrocytic differentiation via Caspase 3 cleavage. (**A**) JSH-23 (1, 5, 10, 20 mM) induces the loss of cell viability by MTT assay after a 48 h treatment (*n* = 3, mean ± SEM). (**B**) JSH-23 decreases the cell viability during the first step of astrocyte differentiation. JSH-23 (10 mM) was added at different time points during astrocytic differentiation (0, 24, 48, 72 h) and the MTT assay was performed after 96 h (*n* = 3, mean ± SEM). * *p* < 0.05 (**C**) Analysis of the expression levels of Caspase3 after treatment with JSH-23 at different concentrations by RT-PCR (6 h) (C, *n* = 5, mean ± SEM) and by Western blot (3 and 6 h) (D, *n* = 3). α-tubulin was used as a loading control. * *p* < 0.05 and ** *p* < 0.01 (**D**) TUNEL assay was performed to explore cell death induced by JSH-23 (10, 20 mM) at 3 and 6 h. Nuclei were stained with DAPI (blue) and TUNEL positive cells display green nuclei. Scale bar: 50 µm.

**Figure 2:**
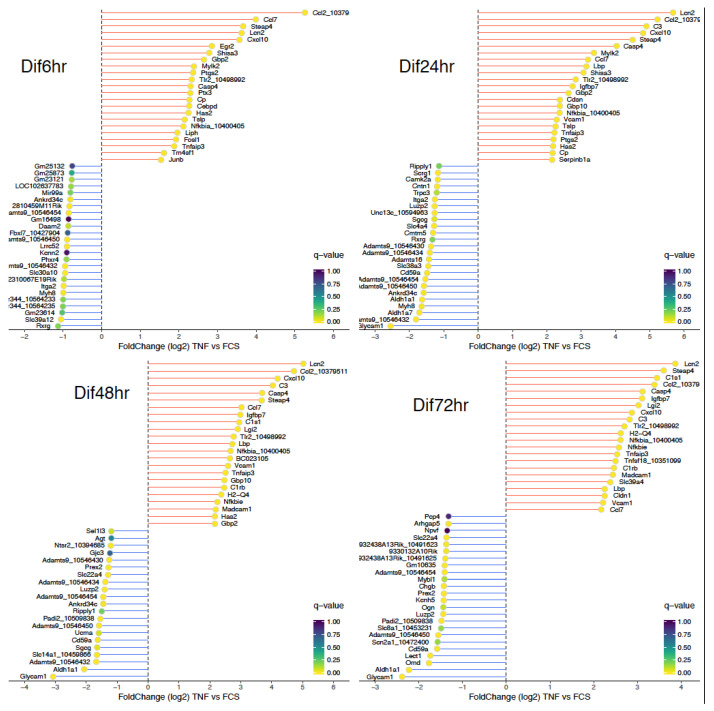
Snake plot. Top 25 and bottom 25 genes were extracted according to the log_2_ fold change value and plotted on the *y*-axis. Each gene dot is filled with its *q*-value and using the viridis color gradient (viridis R package, GarnierSversion0.4.0. https://CRAN.Rproject.org/package=viridis, accessed on 5 April 2021). Gene symbols are reported next to each dot.

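Among the 25 highest probe sets with a gene name, 24 passed the q-value threshold at 6 h, 24 at 24 h, 25 at 48 h and 25 at 72 h. Their lowest log2 fold change was 1.51 at 6 h, 2.02 at 24 h, 2.03 at 48 h and 2.00 at 72 h. *Casp4*, a caspase that senses intracellular lipopolysaccharide, rose by 4.03 at 24 h (SE 0.268, q = 1.12e-08, n = 3), and *Mylk2*, a myosin light chain kinase, by 3.37 (SE 0.183, q = 4.87e-10). *Igfbp7*, a secreted binding protein of insulin-like growth factors, rose by 3.11 at 72 h (SE 0.423, q = 0.000221, n = 2 TNF-treated arrays), and the complement protease gene *C1s1* by 3.45 (SE 0.262, q = 1.1e-07). Among the 25 lowest, 3 passed at 6 h, 14 at 24 h, 15 at 48 h and 16 at 72 h. With the replicate number as a block 8 of them passed at 6 h and 22 at 24 h. *Glycam1*, a mucin-like adhesion ligand, was the lowest of all from 24 h on and fell by 2.55 at 24 h (SE 0.365, q = 0.000463) and 3.07 at 48 h (SE 0.365, q = 2.94e-05). Its call at 72 h (−2.38, SE 0.409, q = 0.00339) was lost without replicate 1 (−2.34) or 2 (−2.43) of TNF-treated cells. *Adamts9*, a secreted metalloproteinase, had 6 probe sets, of which 3 fell at 6 h and 6 at each later time, with a lowest value of −1.81 at 24 h (SE 0.217, q = 4.73e-05). Its 6 h calls of −0.76, −0.89 and −0.85 (probe sets 10546434, 10546450 and 10546454) were lost without replicate 1 (−0.78, −0.86 and −0.81) or 3 (−0.68, −0.77 and −0.79) of untreated cells. They were also lost without replicate 1 (−0.71, −0.82 and −0.77) or 2 (−0.80, −0.85 and −0.85) of TNF-treated cells, and the first also without replicate 3 (−0.78). The largest q-value among the 25 lowest was 0.894 at 6 h, 1 at 24 h, 0.676 at 48 h and 0.568 at 72 h.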

**Figure 3:**
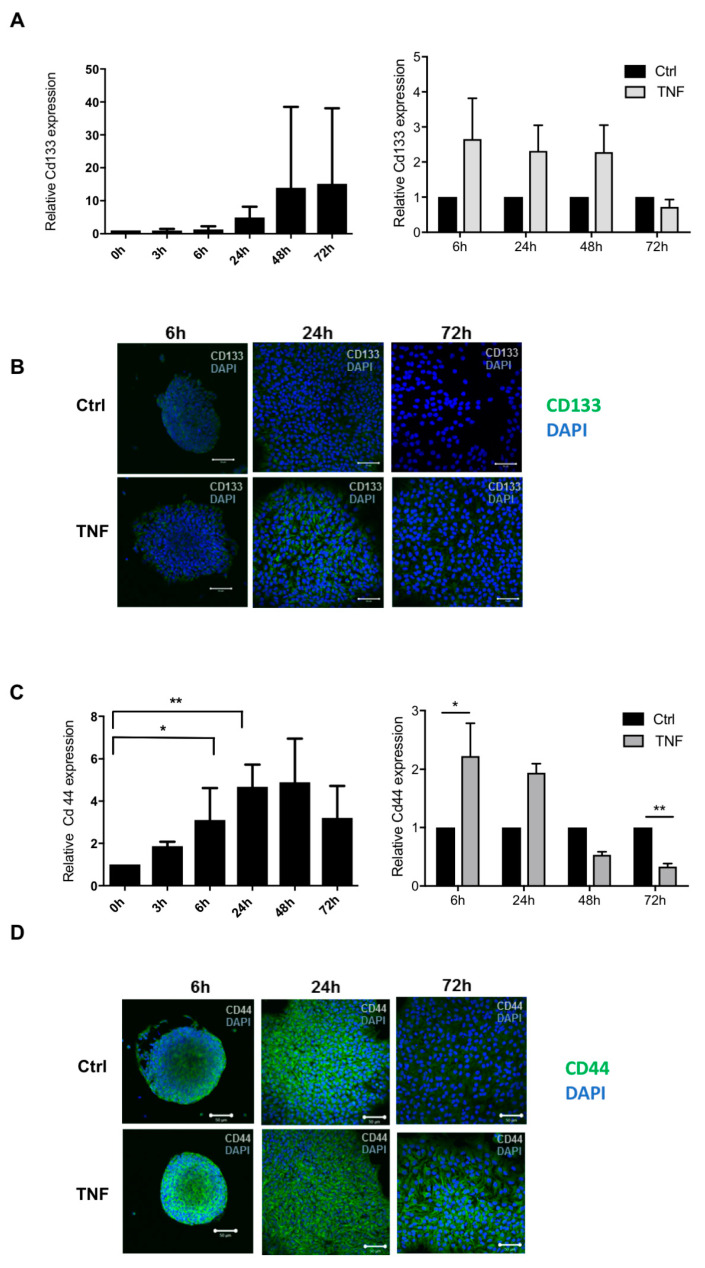
TNF tends to increase immaturity markers. Kinetic of Cd133 (**A**) and Cd44 (**C**) gene expression obtained by RT-PCR. Each time point is normalized to its 0 h of differentiation. (**A**) Effect of TNF treatment on Cd133 (**A**) and Cd44 (**C**) gene expression obtained by RT-PCR. Each time point is normalized to its FBS control (Ctrl = 1) * *p* < 0.05 and ** *p* < 0.01. Results are given as mean ± SEM (*n* = 4). (**B**) Immunocytochemistry showing CD133 (**B**) and CD44 (**D**) protein expression (green) in TNF treated cells at 6, 24, and 72 h. Nuclei were counterstained with DAPI (blue). Scale bar: 50 µm.

**Figure 4:**
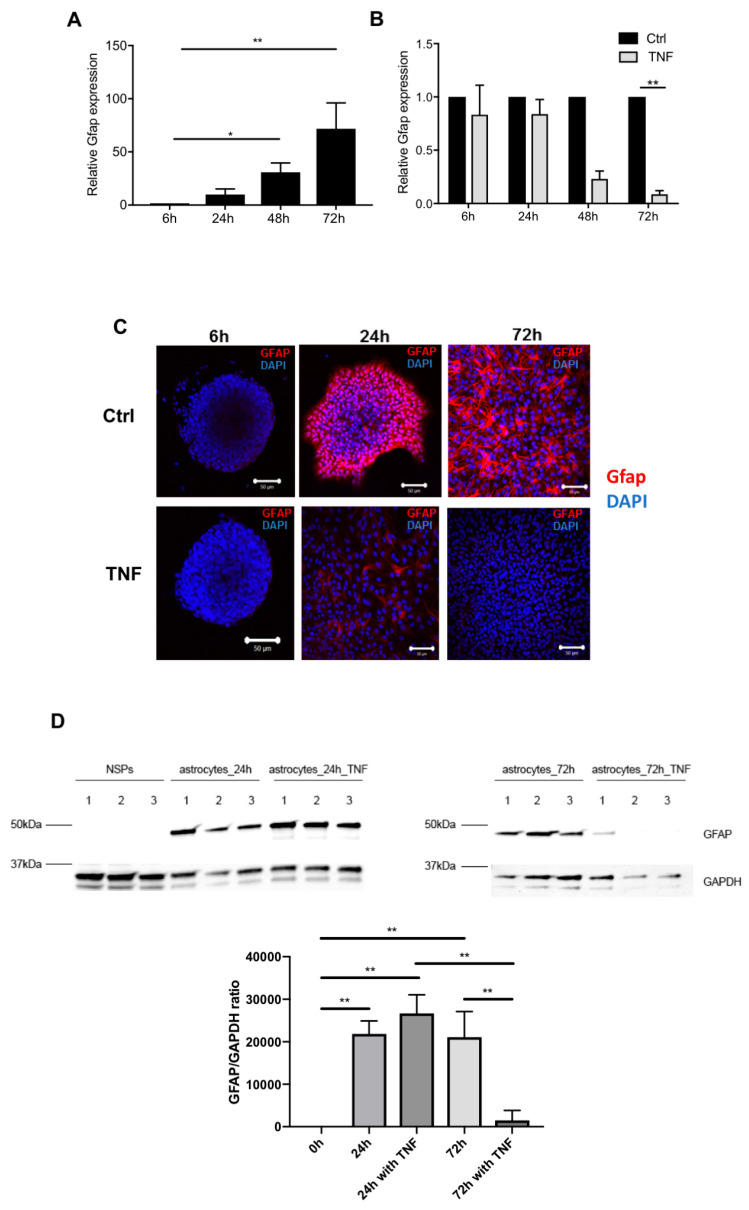
TNF modulates astrocytic differentiation through the classical Gfap marker. (**A**) Kinetic of Gfap mRNA gene expression obtained by RT-PCR. Each time point is normalized to its 6 h of differentiation. Results are given as mean ± SEM (*n* = 3) * *p* < 0.05 and ** *p* < 0.01. (**B**) Effect of TNF treatment on Gfap gene expression obtained by RT-PCR. Each time point is normalized to its FBS control (Ctrl = 1) ** *p* < 0.01. Results are given as mean ± SEM (*n* = 4). (**C**) Immunocytochemistry showing GFAP protein expression (red) in TNF treated cells at 6, 24, and 72 h. Nuclei were counterstained by DAPI (blue). Scale bar: 50 µm. (**D**) Immunoblots from TNF treated and untreated at 0, 24, and 72 h of differentiation. GFAP protein expression is affected by TNF, ** *p* < 0.01.

**Figure 5:**
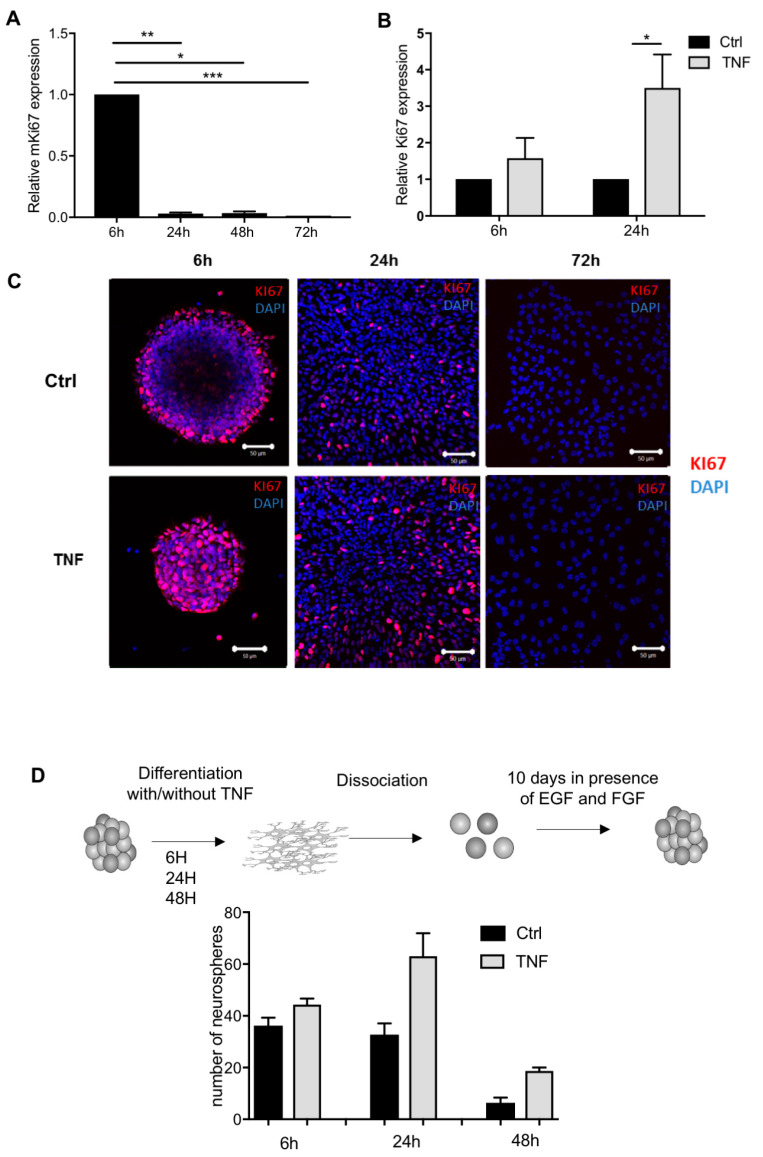
TNF increases neural progenitor cell proliferation. (**A**) Kinetic of mKi67 mRNA gene expression obtained by RT-PCR. Each time point is normalized to its 6 h of differentiation (Ctrl = 1). Results are given as mean ± SEM (*n* = 3) * *p* < 0.05, ** *p* < 0.01 and *** *p* < 0.001. (**B**) Effect of TNF treatment on mKi67 gene expression obtained by RT-PCR. Each time point is normalized to its FBS control (Ctrl = 1) * *p* < 0.05. Results are given as mean ± SEM (*n* = 4). (**C**) Immunocytochemistry showing KI67 protein expression (red) in TNF treated cells at 6, 24, and 72 h. Nuclei were counterstained by DAPI (blue). Scale bar: 50 µm. (**D**) TNFα induces the NSP reformation. After 6, 24, and 48 h of NSP-derived astrocyte differentiation treated with TNFα (50 ng/mL), an NSP reformation assay was performed in presence of EGF and FGF (20 ng/mL both, 10,000 cells/well). Ten days after, the number of reformed NSP at 6, 24, and 48 h was counted (*n* = 3, mean ± SEM).

**Figure 6:**
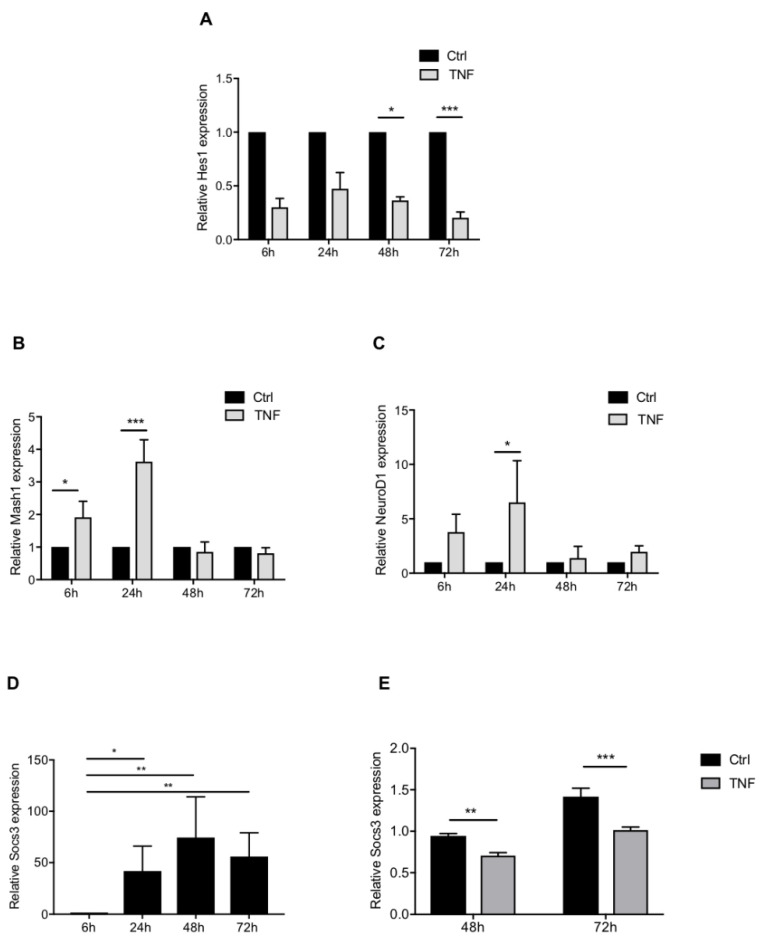
Effect of NF-kB activation on the main astrocytic signaling pathways during NSPs differentiation into astrocytes. Effect of TNF treatment on Hes1 (**A**), Mash1 (**B**), and NeuroD1 (**C**) genes expression obtained by RT-PCR. Each time point is normalized to its FBS control (Ctrl = 1). Results are given as mean ± SEM (*n* = 4). Kinetic of Socs3 mRNA gene expression obtained by RT-PCR. Each time point is normalized to 6 h of differentiation. Results are given as mean ± SEM (*n* = 3) (**D**). Effect of TNF treatment on Socs3 gene expression obtained by RT-PCR. Results are given as mean ± SEM (*n* = 6) (**E**). * *p* < 0.05, ** *p* < 0.01 and *** *p* < 0.001.

**Figure 7:**
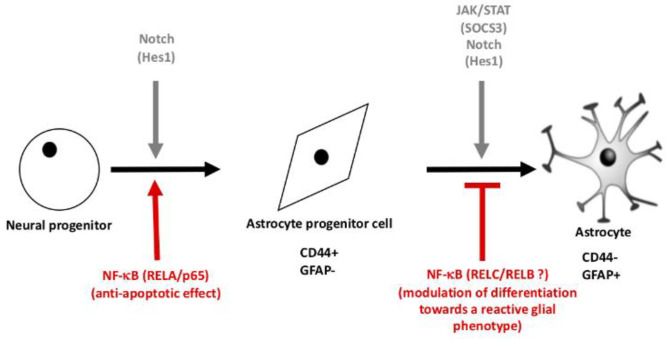
Proposed model for the role of NF-kB in the generation of astrocyte during neural stem cell differentiation.

**Table 1:** List of primer sequences.

Gene	Forward	Reverse
*Casp3*	*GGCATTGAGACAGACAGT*	*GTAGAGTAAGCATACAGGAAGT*
*Cd133*	*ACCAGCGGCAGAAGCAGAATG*	*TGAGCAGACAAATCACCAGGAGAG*
*Cd44*	*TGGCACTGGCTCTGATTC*	*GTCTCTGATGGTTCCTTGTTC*
*Gfap*	*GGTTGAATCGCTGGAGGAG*	*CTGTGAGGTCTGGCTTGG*
*Hes1*	*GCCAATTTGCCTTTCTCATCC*	*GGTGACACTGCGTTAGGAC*
*Hes5*	*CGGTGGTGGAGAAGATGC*	*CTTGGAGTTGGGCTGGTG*
*Id1*	*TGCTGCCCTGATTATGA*	*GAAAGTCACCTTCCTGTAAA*
*Id3*	*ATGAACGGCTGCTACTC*	*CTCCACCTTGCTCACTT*
*I* *κBα*	*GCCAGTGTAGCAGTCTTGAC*	*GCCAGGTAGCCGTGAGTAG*
*Mash1*	*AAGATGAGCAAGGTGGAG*	*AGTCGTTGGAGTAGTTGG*
*MKi67*	*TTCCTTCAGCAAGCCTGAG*	*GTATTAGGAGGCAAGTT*
*NeuroD1*	*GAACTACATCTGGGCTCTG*	*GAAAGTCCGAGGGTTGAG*
*Socs3*	*ACCCTCCACAT-CTTTGTC*	*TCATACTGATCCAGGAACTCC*
*β-Actin*	*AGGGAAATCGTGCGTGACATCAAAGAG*	*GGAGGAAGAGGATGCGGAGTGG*

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10040840/s1, Figure S1: A: Cell viability assessed by a MTT assay of NSP-derived astrocytes after 96 h of differentiation with BAY11-7082 (mean ± SEM). BAY11-7082 (10 mM) was added at different time during astrocytic differentiation (0, 24, 48, 72 h). B: TUNEL assay measuring TNF-induced cell death. Nuclei were stained with DAPI (blue) and TUNEL positive cells display green nuclei. Scale bar: 50 μm. C: Quantification of TUNEL positive cells for each condition (FCS, TNF) at 6, 24, and 48 h. The percentage of TUNEL positive cells is represented relative to the total number of cells. Figure S2: A: kinetic of IκBα mRNA expression obtained by microarrays analyses (*n* = 3). 

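In untreated NSPs the log2 signal of *Nfkbia* (IκBα) was 10.07 ± 0.31 (SD, n = 3) at 0 h, 10.22 ± 0.08 at 6 h, 9.98 ± 0.18 at 24 h, 9.80 ± 0.05 at 48 h and 9.84 ± 0.14 at 72 h. Its changes from 0 h were 0.16 at 6 h (SE 0.143, q = 0.522), −0.09 at 24 h (q = 0.358), −0.27 at 48 h (q = 0.165) and −0.23 at 72 h (q = 0.145), and none of these passed the test. With TNF the signal was 12.34 ± 0.23 (SD, n = 3) at 6 h, 12.36 ± 0.19 at 24 h, 12.47 ± 0.12 at 48 h and 12.45 ± 0.03 (SD, n = 2) at 72 h. Every TNF-treated array lay above every untreated array, with a lowest value of 12.11 against a highest of 10.40. The legend gives 3 samples without naming the groups shown. The deposited series holds 3 arrays of untreated cells at each time and 2 arrays of TNF-treated cells at 72 h.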

B: Activation of the NF-kB pathway by TNF. Effect of TNF treatment on IκBα gene expression obtained by RT-PCR. Each time point is normalized to its FBS control (=1). Results are given as mean ± SEM of 3 independent experiments. *** *p* < 0.001. C: Immunocytochemistry showing NF-kB P65 protein expression (green) in TNF treated cells at 3, 6, and 24 h. Nuclei were counterstained by DAPI (blue). Scale bar: 50 μm. Figure S3: Volcano plots for the 4 contrast analyses. Scatter plots of the −log10(q value) in function of the log2 fold change of the TNF stimulation compared to the FBS. 

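At 6 h, 111 probe sets rose and 5 fell with TNF. At 24 h, 223 rose and 84 fell, at 48 h, 275 rose and 94 fell, and at 72 h, 212 rose and 197 fell. With the replicate number as a block, 186 rose and 32 fell at 6 h, 388 and 198 at 24 h, and 469 and 233 at 48 h. At 72 h, where the arrays were not taken as paired, the block gave 563 higher and 616 lower, so that the larger share fell. Probe sets that rose at 24, 48 and 72 h but not at 6 h numbered 74, and 4 fell at all 4 times. The calls at 6 h that fell belong to *Rnf180*, which encodes a ubiquitin ligase (−0.45, SE 0.081, q = 0.00806), *Sema6d*, a semaphorin (−0.66, SE 0.103, q = 0.00212), and 3 probe sets of *Adamts9*. The *Rnf180* call was lost without replicate 1 of untreated (−0.43) or of TNF-treated cells (−0.41). *Lbp*, the lipopolysaccharide binding protein, rose by 3.16 at 24 h (SE 0.238, q = 5.73e-08), and the amino acid transporter *Slc38a3* fell by 1.45 (SE 0.28, q = 0.00949). The *Slc38a3* call was lost without replicate 3 of untreated cells (−1.39) and without replicate 1 of TNF-treated cells (−1.22). *Lgi2*, a secreted leucine-rich repeat protein, rose by 2.91 at 48 h (SE 0.474, q = 0.00145), and *Prex2*, a Rac exchange factor, fell by 1.43 at 72 h (SE 0.167, q = 3.4e-05). Genes whose brightest probe set fell had a median genomic span of 52356 bases at 24 h, 46588.5 at 48 h and 74218 at 72 h against 21946 for all genes, where only genes with a known span and a mean signal above 7 were counted. At 6 h these were 2 genes, *Rnf180* and *Sema6d* (371049.5), since the called probe sets of *Adamts9* were not its brightest. Leaving out 1 array gave 73 calls at 6 h without replicate 3 of untreated cells and 75 without replicate 1 of TNF-treated cells. At 24 h there were 191 and 171 without replicates 1 and 3 of untreated cells and 169 without replicate 2 of TNF-treated cells. At 48 h there were 186 and 212 without replicates 1 and 3 of untreated cells and 171 without replicate 2 of TNF-treated cells. At 72 h there were 160, 246 and 206 without replicates 1, 2 and 3 of untreated cells, and 101 and 98 without replicates 1 and 2 of TNF-treated cells.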

All genes are binned into 60 bins and respective counts are displayed according to the grey gradient in the legend. Genes belonging to either the Developing/Mature astrocytes or Reactive astrocytes pathways are highlighted as an extra colored dot payer. The list was realized after a compilation of the publication by Cahoy et al.2008, Molofsky et al. 2012, Zhang et al. 2016 and the database from Network glia (http://www.networkglia.eu/en/astrocyte, accessed on 5 April 2021). Gene symbols for those pathways are displayed only if their q-value is < 0.05 (1.30103 as −log10). Genes with more than 1 probeset have the probeset id appended to their gene symbol. For example, Unc13c has 7 probeset ids and 10594971 is one probeset with a q-value < 0.05. 

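*Unc13c* encodes a protein that primes synaptic vesicles and lies on chromosome 9 of GRCm38 from 73479422 to 74008155. Its 7 probe sets had log2 fold changes with TNF from −1.27 to −0.23 at 24 h, −1.14 to −0.15 at 48 h and −1.29 to −0.23 at 72 h. Of these, 4 fell at 24 h, 4 at 48 h and 2 at 72 h, and 0 at 6 h. Probe set 10594971 fell by 1.00 at 24 h (SE 0.184, q = 0.00576, n = 3), and had −0.50 at 48 h (SE 0.184, q = 0.381) and −0.70 at 72 h (SE 0.205, q = 0.122, n = 2 TNF-treated arrays). Probe set 10594973 fell by 0.89 at 24 h (SE 0.152, q = 0.00273), 0.81 at 48 h (q = 0.00641) and 0.86 at 72 h (SE 0.169, q = 0.0128). In untreated cells, 10594971 rose by 0.93 from 0 to 72 h (SE 0.184, q = 0.000518) and 10594973 by 1.22 (SE 0.152, q = 3.75e-06). Probe set 10594971 lies near the floor of the arrays, with group means of 3.03 to 4.27 where the lowest array values are near 2.30, so that its fold changes are imprecise. With the signal of long against short genes on each array as a covariate, both calls at 72 h were lost (−0.76, q = 0.156, for 10594973 and −1.11, q = 0.397, for 10594963). The 24 h call of 10594971 was lost without replicate 2 of untreated cells (−0.82). The 72 h call of 10594963 (−1.29, SE 0.312, q = 0.0451) was lost without any 1 of the 5 arrays compared (−1.60 to −0.99). The 72 h call of 10594973 was lost without replicate 3 of untreated cells (−0.76) and without either TNF-treated array (−0.73 and −0.99).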

Figure S4: Genes belonging to either the Developing/Mature astrocytes or Reactive astrocytes pathways. The list was realized after a compilation of the publication by Cahoy et al.2008, Molofsky et al. 2012, Zhang et al. 2016 and the database from Network glia (http://www.networkglia.eu/en/astrocyte, accessed on 5 April 2021). Figure S5: Effect of TNF treatment on Hes5 (A), Id1 (C) and Id3 (D) genes expression obtained by RTPCR. Each time point is normalized to its FBS control (=1). Results are given as mean ± SEM (*n* = 4). B: Immunoblots from TNF treated and untreated at 0, 24 h and 72 h of differentiation. p-STAT3 protein expression is not affected by TNF.

How the deposited data were processed for this re-analysis (not part of the article)

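The deposited table holds log2 signals of 26 Affymetrix mouse gene arrays, which the authors made with RMA from the oligo package in R 3.3.1. RMA corrects the background, brings the arrays to a common distribution and summarizes probes to probe sets. Versions of oligo and RMA are not given in the sources used here. The values were used as deposited, without further normalization. Of the probe sets, 21789 carry a single gene symbol, 1621 carry several and 12146 carry none. No pair of arrays held identical values, and correlations between arrays ran from 0.947 to 0.996. Gene symbols and coordinates were looked up in a GRCm38.p6 table.

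limma 3.58.1 in R 4.3.3 fitted a mean for each of 9 groups over all 26 arrays. TNF-treated cells were compared with untreated cells at 6, 24, 48 and 72 h. Untreated cells of each later time were compared with those at 0 h, and the TNF effects at 24, 48 and 72 h with that at 6 h. Each TNF effect has its own untreated arrays, while the comparisons of effects share the arrays of 6 h. The paper used q-values, and these were computed with an own implementation of the qvalue smoother, with a threshold of 0.05. The small number of arrays, 3 per group and 2 for TNF at 72 h, limits the precision of every value.

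The 27 gene lists cover NF-κB genes, the TNF receptor complex and IKK, chemokines and cytokines, pan-reactive, A1 and A2 astrocyte genes, complement, MHC class I and antigen processing, interferon-stimulated genes, and immediate early genes. They also cover astrocyte, stem and progenitor, neuronal, oligodendrocyte, microglia, endothelial and mural markers, mitosis and DNA replication. The remaining lists hold genes of Notch, JAK-STAT3, BMP, apoptosis (pro and anti), cholesterol synthesis, glycogen and retinoid metabolism. Together they hold 422 genes, of which 396 were measured. Each gene was represented by its probe set with the highest mean over all arrays. camera used an inter-gene correlation of 0.01, and was repeated with a correlation estimated from the data and as fry. Adjusted p-values are by Benjamini-Hochberg over the lists of a comparison.

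Genes were named by a rule set beforehand. It takes every gene the paper names in connection with expression, and the 10 highest and 10 lowest called probe sets of each TNF effect and of untreated cells at 72 h against 0 h, where the arrays of both groups are separated. It adds up to 4 members of each list with the largest change and the 5 highest and 5 lowest of each comparison of effects. Atp1b2, Nfkb2, Slc1a3, Sox9 and Tnip1 fall outside these parts and were chosen after their values were seen, and their calls were not tested under the alternatives. Gene labels of the paper's Figure 2 had been seen before the lists were written.

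Whether replicate numbers pair was decided from the correlation of same-numbered arrays after removing group means, over the named probe sets, before any fit with a block. A correlation above 0.1 in all 3 pairs was required. It was 0.857, 0.804 and 0.54 at 6 h, 0.585, 0.669 and 0.155 at 24 h, and 0.478, 0.733 and 0.159 at 48 h. At 72 h there are only 2 pairs (0.221 and 0.0348), which were not taken as paired. Over all probe sets, replicate 3 gave 0.0263 at 24 h and −0.0238 at 48 h, so that the pairing there depends on the probe sets used. The block is a fixed effect of replicate number in a fit over all times.

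Alternatives set beforehand were a minimum log2 fold change of 1, a q-value under 0.01, Benjamini-Hochberg, only the arrays compared, cyclic loess, an intensity trend with a robust prior, array weights, the block, the block without the second TNF array of 72 h, leaving out dim probe sets (the lowest 40 percent), only probe sets with a single symbol, the mean over a gene's probe sets, and each array left out in turn. Added after the data were seen were the block with the second TNF array of 72 h moved to replicate 3, the arrays without replicate 1, and a covariate of gene length.

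In simulated data with 200 changed probe sets, a log2 change of 0.5 was recovered in 23.9, 23.9, 25.4 and 16.4 percent of cases at 6, 24, 48 and 72 h, a change of 1 in 76.1, 71.6, 80.6 and 64.2 percent, and a change of 2 in 95.5, 95.5, 95.5 and 90.9 percent. False calls made up 2.99 to 5.79 percent of all calls. These rates belong to the simulated data, with 66 or 67 changed probe sets per size. Whether they hold for the real arrays, where same-numbered arrays correlate, was not tested. RT-PCR, protein and microscopy data were not analysed here, nor were the raw array files.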

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

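The tests of a mislabelled sample of the mitosis genes and of the second TNF array at 72 h, and the covariate of gene length, were chosen only after the result was seen.

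Differences between TNF effects were tested as such in limma, each against the effect at 6 h, and these comparisons share the arrays of 6 h. At 24 h the effect was larger for Lbp (2.76, SE 0.337, q = 0.00129), Adh7 (1.85, q = 0.00479), Aldh3a1 (1.54, q = 0.00243), Tmem140 (1.08, q = 0.0189) and Cdkn2b (1.06, q = 0.0335). At 48 h it was larger for the complement genes C1s1 (2.76, q = 0.000386) and C1s2 (2.14, q = 0.00041), for BC023105 (2.60, q = 0.00162), Lbp (2.34, q = 0.00205) and the adhesion gene Madcam1 (2.03, q = 0.00235). It was smaller at 48 h for the early transcription factors Fosl1 (−1.63, q = 0.0333) and Egr2 (−1.82, q = 0.0341), for Mylk2 (−1.82, q = 0.00187) and Ptx3 (−2.15, q = 0.00162). Glycam1 was lowered more at 48 h (−3.07) than at 6 h (−0.28), a difference of −2.79 (q = 0.0343). At 72 h it was larger for C1s1 (3.26, q = 0.000108), the zinc transporter Slc39a4 (2.39, q = 0.000108), Madcam1 (2.28, q = 0.00137), Nfkbie (2.22) and BC023105 (2.12, q = 0.0266). It was smaller at 72 h for Egr2 (−1.96, q = 0.0266), Mylk2 (−2.14, q = 0.000568) and Ptx3 (−2.28, q = 0.00152). Cnmd was lowered more at 72 h (−1.74) than at 6 h (−0.10), a difference of −1.64 (q = 0.00383). Rgs17 had −0.87 at 72 h and 0.73 at 6 h, a difference of −1.60 (q = 0.0414).

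Several of these calls were lost when single arrays were left out. This holds for Tmem140 (0.96 to 1.06 without any 1 of 5 arrays) and Cdkn2b (0.996 to 1.11, 10 arrays) at 24 h. At 48 h it holds for Fosl1 (−1.702 to −1.516, 8 arrays), Egr2 (−1.92 to −1.499, 10 arrays) and Glycam1 (−2.894 to −2.402, 10 arrays). At 72 h it holds for BC023105 (1.93 to 2.19, 9 arrays), Egr2 (−2.11 to −1.81, 7 arrays), Rgs17 (−1.75 to −1.44, 10 arrays) and Cnmd (−1.57 without replicate 1 of TNF-treated cells at 72 h).

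Genes outside those the paper discusses also rose with TNF. Of 13 genes of MHC class I and antigen processing, 0 rose at 6 h, 8 at 24 h, 9 at 48 h and 8 at 72 h, and adjusted over the list alone 3, 11, 11 and 11. The peptide transporter gene Tap1 rose by 0.86 at 24 h (SE 0.134, q = 0.00106), and H2-Q4 by 2.37 at 48 h (SE 0.243, q = 4.03e-06). The set had adjusted p = 0.000326, 3.02e-24, 3.5e-27 and 1.7e-20. Of 16 interferon-stimulated genes, 1 rose at 6 h, 3 at 24 h, 6 at 48 h and 4 at 72 h, and adjusted over the list alone 1, 6, 8 and 6 (1 fell at 24 h). Oasl2 rose by 0.62 at 24 h (SE 0.117, q = 0.00828) and Irf1 by 1.98 at 48 h (q = 4.34e-08). This set had adjusted p = 0.885, 6.99e-06, 5.19e-14 and 5.11e-08, with a median of −0.06 and a mean of 0.04 at 6 h. Of 15 immediate early and stress genes, 6 rose at 6 h, 5 at 24 h, 3 at 48 h and 2 at 72 h, and adjusted over the list alone 7, 6, 5 and 3. Egr2 rose by 2.86 at 6 h (SE 0.238, q = 5.56e-07) and Fosl1 by 1.93 (SE 0.212, q = 2.68e-05). The set had adjusted p = 2.11e-24, 1.28e-08, 2.54e-07 and 1.42e-06. Leaving out single arrays ended the calls of Psmb8 (24 h) and Psmb10 (48 and 72 h), of Ddx58 (24 and 48 h), Gbp3 and Ifih1 (48 h), and of Atf3 (24 h), Egr2 (48 h), Junb (24 and 72 h) and Cebpd (72 h).

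Mitosis genes were low in replicate 1 of untreated cells at 0 h, with a mean log2 signal of 7.47 against 11.38 and 10.22 in replicates 2 and 3, and likewise at 6 h. A replicate 1 array that was mislabelled could lie near the later arrays of its number, but over 200 differentiation genes it lay only 0.0539 of the way to the 24 h array. The authors' normalization could shift genes of the same brightness, but 1000 matched sets differed by −0.393 to 0.486 while the mitosis genes differed by −3.44. Both values argue against these explanations, and no biological explanation was tested.

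Genes that fell at 72 h had a longer median span than all genes, although 20 of 121 were shorter than the overall median. With the signal of long against short genes as a covariate, 23 of the 197 lower and 100 of the 212 higher calls were kept, and the median change of the lower calls kept a share of 0.724. Gene length or RNA quality is therefore unlikely as the whole cause, and a part of it stays open. Slower differentiation with TNF could also lower genes that rise in untreated cells, and among short genes these were lower at 72 h (camera 3.65e-07, 53 genes, 0.0106 with an estimated correlation). Short genes that fall in untreated cells were higher at 72 h (camera 1.15e-08, 70 genes), a call lost with an estimated correlation (0.0531). Slower differentiation remains a hypothesis.

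The second TNF array of 72 h is labelled replicate 2. Its difference from the first correlated more with replicate 3 minus 1 than with replicate 2 minus 1 in 8 of 8 other groups, so the array may belong to replicate 3. In the same test on arrays of known number, 14 of 16 pointed to their own number by majority and 4 of 16 in every group. The label was kept.

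Other splits of the same 6 arrays into 3 and 3 were compared with the real one, which allows only 10 splits, too few for a share under 0.05. As many calls as in the real split were reached by 2 of 10 splits at 6 h (116 calls against 487), 1 at 24 h (307 against 0) and 1 at 48 h (369 against 1), the real split included. For untreated cells it was 3 at 6 h (2727 against 6412) and 1 each at 24 h (5870 against 0), 48 h (5677 against 9) and 72 h (8114 against 0). The splits with 487 and 6412 calls kept most same-numbered arrays together. For the comparisons of effects, 8 of 100 splits at 24 h (9 calls against 189) and 10 of 100 at 48 h (37 against 1765) reached as many. Such splits can keep or exchange the real labels at a single time and then hold the TNF effect itself. Of the 100, 85 part fewer same-numbered pairs than the real split. The 14 others that part as many reached up to 62 calls at 24 h and 513 at 48 h. Nothing was concluded from these splits about chance. No splits were made for TNF at 72 h.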

How the results depend on the processing

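The block with the second TNF array of 72 h placed in replicate 3, the arrays without replicate 1, and the covariate of gene length were chosen only after the result was seen.

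Dim signals near background and 3 arrays per group limit small changes most. Counts of called probe sets follow in the order TNF at 6, 24, 48 and 72 h (116, 307, 369 and 409), untreated cells at these times against 0 h (2727, 5870, 5677 and 8114), and TNF effects at 24, 48 and 72 h against 6 h (9, 37 and 44). Where a count is not given it stayed within 1.5 times. The cause was not tested unless stated. With a minimum change of 1 they were 57, 120, 146 and 172 for TNF and 624, 1172, 1204 and 1596 for untreated cells, because fewer probe sets can pass. At q under 0.01 they were 173, 186 and 138 for TNF at 24, 48 and 72 h, 1291, 2607, 3126 and 4533 for untreated cells, and 5, 20 and 21 for the effects, by the stricter threshold. Benjamini-Hochberg gave 3910 for untreated cells at 24 h. Only the arrays compared gave 11, 199 and 2211 for TNF at 6, 48 and 72 h, 233, 1777, 1339 and 3211 for untreated cells, and 2 and 19 for the effects at 24 and 48 h. Without dim probe sets the effect at 24 h had 4, and with single symbols only 5. Array weights, whose fit stopped before its tolerance, gave 2215, 1623, 957 and 5497 for TNF, 17556, 12461, 12614 and 14792 for untreated cells, and 258, 335 and 1559 for the effects.

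With the replicate block, counts were 218, 586, 702 and 1179 for TNF, 4707, 10418 and 8519 for untreated cells at 6, 24 and 48 h, and 18, 71 and 76 for the effects. Untreated cells at 24 and 0 h are not paired by the rule used, since replicate 3 had a correlation of 0.0291. With the second array in block 3, TNF at 72 h had 1523 and its effect 81, and without that array 504 and 40. Aldh1a1 at 72 h was then −1.88 (q = 0.0013). The block removed no call of a named gene and added 53 of 702. Among set tests of TNF it ended 2 calls, A1 genes (0.102) and complement (0.0947) at 72 h, and added 3. Only some of the 53 added gene calls are printed beside the results. Among set tests of untreated cells the block ended 1 call and added 1.

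Without replicate 1, counts were 28, 97, 129 and 58 for TNF, 756, 3345 and 5254 for untreated cells at 6, 24 and 72 h, and 4, 11 and 7 for the effects, with fewer arrays. The covariate of gene length gave 132 for TNF at 72 h. With an estimated correlation, called set tests went from 13 to 7 for TNF at 72 h, and from 9, 13, 14 and 14 to 2, 0, 2 and 2 for untreated cells. The rising genes had 0.0768 at 24 h and 0.172 at 48 h, and the falling genes 0.339 at 48 h.

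Leaving out 1 array gave 73 to 154 calls for TNF at 6 h, 169 to 238 at 24 h, 171 to 448 at 48 h and 98 to 246 at 72 h. Untreated cells had 1512 (without replicate 3 at 6 h) to 4323 (without replicate 2 at 0 h) at 6 h, 2680 (without replicate 2 at 24 h, and 3811 without replicate 3) to 7641 at 24 h, and 3426 (without replicate 2 at 48 h) to 7003 at 48 h. The effects had 18 to 41 at 48 h and 15 to 44 at 72 h, lowest without replicate 3 of untreated cells at 48 h and without replicate 1 of TNF-treated cells at 72 h. The effect at 48 h also had 23 without replicate 1, 2 or 3 of untreated cells at 6 h. That at 72 h had 19 without replicate 2 of TNF-treated cells, 23 and 24 without replicates 1 and 3 of untreated cells at 72 h, and 23 and 29 without replicate 3 of untreated and of TNF-treated cells at 6 h. Set tests reversed for mitosis with TNF at 6 h (1.06e-06 without replicate 1 of untreated cells, 0.00178 without replicate 2 of TNF-treated cells) and for DNA replication (0.0349 and 0.00115), within ranges of 1.06e-06 to 0.664 and 0.000208 to 0.808. With all arrays and the replicate block, mitosis had adjusted p = 0.91 and DNA replication 0.681 with TNF at 6 h. Leaving out 1 array makes the replicates unequal between the groups, so no TNF effect was concluded from these reversals. Mitosis in untreated cells at 6 h reversed without replicate 1 at 6 h (0.00539), within a range of 0.00254 to 0.737.

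Of 702 values of named genes, 312 were called. Calls lost and gained were 9 and 0 with Benjamini-Hochberg, 15 and 9 with loess, 84 and 28 with only the arrays compared, 85 and 29 on leaving out 1 array, 104 and 8 without replicate 1, 0 and 132 with array weights, and 1 and 0 with an intensity trend. Without dim probe sets 0 of 268 were lost and 14 gained, and with single symbols 0 and 20. Of fewer values, the block without the second TNF array of 72 h lost 4 of 52 calls and gained 5, that array in block 3 lost 0 and gained 15, and the covariate of gene length lost 11 of 42 and gained 1. None reversed. Of 108 set tests for TNF, 51 were called, and 14 were lost with an estimated correlation, 5 lost and 2 gained with fry, and 10 lost and 13 gained on leaving out 1 array. With the mean over a gene's probe sets in place of a single probe set, 14 of 216 list counts moved by more than 1.5 times, and the largest difference was 8 genes.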

Differences from the paper's values

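The arrays were compared with statements on RT-PCR, a different assay, and with the ranks of the paper's Figure 2, which come from arrays. For GFAP, Ki67, CD133 and CD44 the paper also reports immunostaining, and for GFAP an immunoblot. These protein data were not compared here. No test here was chosen only after the result was seen.

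The paper states that TNF lowers Gfap at 48 and 72 h. On the arrays Gfap had a log2 fold change at 72 h of −0.88 (SE 0.293, q = 0.195), which passed the test with only the arrays compared (q = 0.0213) and with array weights (q = 0.000394). At 48 h it had −0.93 (q = 0.117) and at 24 h −0.56 (q = 0.862). The direction at 48 and 72 h is that of the paper, and the 48 h value passed in the same settings (q = 0.0407 and 0.00472). At each of these 3 times every TNF-treated array lay below every untreated array. The paper states a rise of Mki67 and of Neurod1 at 24 h, where Mki67 had −0.20 (q = 1) and Neurod1 −0.09 (q = 1). It states a rise of Prom1 (CD133) that was not significant. There the arrays had −0.12, −0.15, −0.39 and −0.36 at 6, 24, 48 and 72 h, none of which passed. At 24 h the mean log2 signals of Mki67 were 7.35 without and 7.15 with TNF. Those of Neurod1 were 5.71 and 5.61, and those of Prom1 6.85 and 6.70. All lay below the array medians of 7.54 to 7.76. The missing calls of these dim probe sets therefore do not speak against a rise by RT-PCR. Cd44, stated as higher early and lower late, had 0.59, 0.38, 0.13 and −0.10, of which the first passed with array weights (q = 0.00675). Hes1, stated as lower at 48 and 72 h, had 0.06 and 0.15, and Hes5, stated as higher, had 0.48 at 72 h (q = 0.886), which passed with only the arrays compared (q = 0.0326). Socs3, stated as lower at 72 h, had −0.03 (q = 0.986). Id1, stated as lower at 48 h, had 0.14 (q = 0.815), and Id3 had −0.16 at 48 h and 0.01 at 72 h. For Nfkbia, Lcn2, Ccl2, Ccl7 and Tlr2 the arrays give the ranks among the 25 highest that the paper states, and for Aldh1a1 those among the 25 lowest. The paper took these ranks from the same arrays with limma. They therefore show only that its calculation was repeated, and are no independent evidence.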

Other observations

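No test in this part was chosen only after the result was seen.

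Of 11 complement genes, 2 rose with TNF at 24, 48 and 72 h and 0 at 6 h (0, 2, 2 and 2 adjusted over the list alone, with 1, 2 and 1 lower). C1ra rose by 1.30 at 48 h (q = 3.81e-06). The set had adjusted p = 0.984, 0.313, 0.0101 and 0.0434, with 0.0803 and 0.175 for the last 2 with an estimated correlation. The 72 h call was lost without replicate 2 of untreated cells (0.109). The call of C1ra at 24 h was lost without any 1 of 5 arrays (q of 0.138 to 0.238).

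Of 10 pro-apoptotic genes, 2, 3, 2 and 1 rose (4, 5, 6 and 5 adjusted over the list alone, with 1 lower at 24 h). Bid, which links death receptors to mitochondria, rose by 1.22 at 6 h (SE 0.196, q = 0.00248). Its call at 48 h was lost without any 1 of 5 arrays (q of 0.0546 to 0.254). The set had adjusted p = 9.82e-11, 2.28e-08, 8.47e-10 and 4.01e-06. Of 9 anti-apoptotic genes, 1, 1, 2 and 2 rose (1, 2, 4 and 4 adjusted over the list alone), with adjusted p = 0.00676, 1.18e-05, 7.62e-07 and 3.6e-05. The Birc2 call at 48 h was lost without replicate 1 of untreated (q = 0.0748) or 2 of TNF-treated cells (q = 0.0782). The first of these set tests was lost with an estimated correlation (0.0598), and without replicate 2 of untreated (0.0557) or 3 of TNF-treated cells (0.115) at 6 h.

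Of 15 JAK-STAT3 genes, 4 rose at 6 h and 1 at each later time (8, 3, 2 and 3 adjusted over the list alone, with 1 lower at 6 h and 2 at 24 h). Il6ra, the receptor of interleukin 6, rose by 1.38 at 6 h (SE 0.182, q = 0.000253), and its call at 72 h was lost without any 1 of 3 arrays (q of 0.0769 to 0.205). At 6 h the calls of Socs3, Stat3 and Osmr were each lost without some single arrays. The set had adjusted p = 1.19e-11, 0.426, 0.229 and 0.102. Of 19 BMP genes, 1 rose at 6 h, and 1 at 6 h and 1 at 48 h adjusted over the list alone (adjusted p = 0.627, 0.313, 0.428 and 0.527). The call at 6 h, of Acvr1, was lost without any 1 of 5 arrays (0.44 to 0.56, q of 0.0688 to 0.301), which leaves 0. Of 16 Notch genes 0 were called in limma (adjusted p = 0.083, 0.0525, 0.617 and 0.231), and with the block the second was 0.0269. Of 10 glycogen genes, 0, 1, 1 and 1 fell (3, 1, 3 and 4 adjusted over the list alone), with adjusted p = 0.126, 0.000285, 0.000268 and 0.000777. The single calls, of Ppp1r3c at 24 and 48 h and Phkb at 72 h, were lost without any 1 of 6, 4 and 4 arrays. Of 16 cholesterol synthesis genes 0 were called (adjusted p = 0.61, 0.071, 0.892 and 0.765).

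No gene of the lists of stem and progenitor markers (adjusted p = 0.517, 0.0217, 0.618 and 0.355), mitosis (0.922, 0.6, 0.617 and 0.648) and DNA replication (0.771, 0.426, 0.997 and 0.884) was called with TNF. The stem and progenitor call at 24 h was lost with an estimated correlation (0.248) and without replicate 1 of TNF-treated cells (0.134). No gene was called either among neuronal (0.61, 0.783, 0.506 and 0.542), oligodendrocyte (0.475, 0.86, 0.129 and 0.765), endothelial (0.984, 0.487, 0.216 and 0.751) and mural markers (0.885, 0.28, 0.196 and 0.443). Leaving out single arrays at 6 h gave calls of the mitosis and DNA replication sets in both directions. For mitosis, adjusted p was 1.06e-06 without replicate 1 of untreated cells. It was 3.35e-06, in the opposite direction, without replicate 1 of TNF-treated cells. At 6 h the mean log2 signal of the mitosis genes was 7.27 in untreated and 7.26 in TNF-treated cells of replicate 1. It was 11.40 and 11.25 in replicate 2, and 10.04 and 9.98 in replicate 3. Replicates thus differed far more than same-numbered arrays with and without TNF. Leaving out 1 array makes the replicates unequal between the groups, so these calls cannot show a TNF effect in either direction. With adjustment over the list alone, 2 stem and progenitor markers rose at 72 h and 1 oligodendrocyte marker at 24 h, and 0 genes of the other lists without a call. Of 17 microglia markers 1 rose at 24 h, also when adjusted over the list alone (adjusted p = 0.0832, 0.0383, 0.145 and 0.229). The gene, Cd68, was not called without replicate 1 (q = 0.0918) or 3 (q = 0.0804) of untreated cells or 2 of TNF-treated cells (q = 0.103), which leaves 0. The 24 h call of the set was lost with an estimated correlation (0.661), and without replicate 1 of TNF-treated (0.435) or 2 of untreated cells (0.0922). The median, mean and test differ in sign, without a call, for complement, mitosis, BMP, endothelial and retinoid genes at 6 h, for mitosis, DNA replication, Notch and cholesterol genes at 48 h, and for cholesterol genes at 72 h.

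The 200 genes that fell most in untreated cells by 72 h were not higher with TNF at 24 h (camera direction lower, p = 0.339, n = 200 genes). They were higher at 48 h (camera p = 0.00273, n = 200 genes), a call lost with an estimated correlation. A different set, the 200 genes that fell most by 48 h, was higher with TNF at 72 h (camera p = 1.39e-10, n = 200 genes, 164 above 0). That call had 0.0423 with an estimated correlation.

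In untreated cells 4470 probe sets rose and 3644 fell from 0 to 72 h. Gfap rose by 4.54 (q = 1.51e-10) and Cd44 by 1.59, and Hes5 fell by 2.17 (q = 0.000342). Of 13 pan-reactive astrocyte genes 12 rose at 48 h and 12 at 72 h, a call that holds with an estimated correlation (0.0037 and 0.00221). The calls of this set at 6 and 24 h were lost with an estimated correlation (0.0511 and 0.0851). Of 19 mitosis genes 10 fell by 72 h (18 adjusted over the list alone, adjusted p = 0.000475, and 0.502 with an estimated correlation). Their mean log2 signal went from 7.47 to 7.01 in replicate 1, against 11.38 to 7.90 and 10.22 to 7.04 in replicates 2 and 3.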
